# Integrating single-cell RNA-seq and imaging with SCOPE-seq2

**DOI:** 10.1038/s41598-020-76599-w

**Published:** 2020-11-10

**Authors:** Zhouzerui Liu, Jinzhou Yuan, Anna Lasorella, Antonio Iavarone, Jeffrey N. Bruce, Peter Canoll, Peter A. Sims

**Keywords:** Transcriptomics, Optical imaging

## Abstract

Live cell imaging allows direct observation and monitoring of phenotypes that are difficult to infer from transcriptomics. However, existing methods for linking microscopy and single-cell RNA-seq (scRNA-seq) have limited scalability. Here, we describe an upgraded version of Single Cell Optical Phenotyping and Expression (SCOPE-seq2) for combining single-cell imaging and expression profiling, with substantial improvements in throughput, molecular capture efficiency, linking accuracy, and compatibility with standard microscopy instrumentation. We introduce improved optically decodable mRNA capture beads and implement a more scalable and simplified optical decoding process. We demonstrate the utility of SCOPE-seq2 for fluorescence, morphological, and expression profiling of individual primary cells from a human glioblastoma (GBM) surgical sample, revealing relationships between simple imaging features and cellular identity, particularly among malignantly transformed tumor cells.

## Introduction

High-throughput single-cell RNA-sequencing (scRNA-seq) has revolutionized molecular profiling of complex tissues and cell state transitions like differentiation^1–3^. However, many cellular phenotypes are difficult to infer from the transcriptome. Furthermore, scRNA-seq is fundamentally an end-point measurement, and does not enable real-time monitoring of individual cells. However, cellular imaging by microscopy can be applied to live cells for direct measurement and monitoring of numerous cellular phenotypes such as protein abundance and localization, cellular morphology, electrical activity, active transport, and enzymatic and metabolic activity, taking advantage of a vast number of fluorescent probes that have been developed over decades. Therefore, the ability to link cellular phenotypes measured by microscopy directly to the gene expression profiles of individual cells would allow a more comprehensive description of cellular states^4,5^.

Previous methods that link optical measurements with scRNA-seq have technical limitations. Early scRNA-seq methods used fluorescence activate cell sorting (FACS) to deposit cells into individual wells of a standard multi-well plate and prepare cDNA libraries from each captured cell one at-a-time^5–7^. While these methods can link cytometric and even imaging data to scRNA-seq, they lack scalability. Recent advances have combined microfluidics and barcoded mRNA capture beads to facilitate pooled library preparation from thousands of individual cells, which reduces costs and increases scalability, but these methods lack the ability to link cellular images to sequencing data^1–3^. Single Cell Optical Phenotyping and Expression (SCOPE-seq) is a scalable method for linking scRNA-seq with live cell imaging in which individual cells are captured in microwells, imaged, and then co-encapsulated with barcoded mRNA capture beads for pooled scRNA-seq^4^. In addition to the cell-identifying barcode that is incorporated into the cDNA of each cell, the SCOPE-seq beads included a second barcode sequence that could be optically decoded by cyclic hybridization of fluorescently-labeled oligonucleotide probes. While successful, this approach had limited throughput, mRNA capture efficiency, and required a complex procedure for linking the two barcodes.

Here, we present SCOPE-seq2, which significantly improves the throughput, mRNA capture efficiency, and accuracy of the previously published SCOPE-seq technology^4^ and uses a simpler and more scalable approach for optical decoding. We thoroughly characterize the performance of SCOPE-seq2, which enables applications in primary cells dissociated from tissues. Finally, we demonstrate SCOPE-seq2 profiling of a human glioblastoma (GBM) surgical specimen and identify relationships between basic imaging features and the lineage identities of transformed tumor cells.

## Results

### SCOPE-seq2 methodology

After dissociating cell cultures or tissues into single cell suspensions and staining the cells with selected fluorescent dyes, we processed cells using the SCOPE-seq2 workflow (Fig. 1A). SCOPE-seq2 consists of five steps: (1) capture individual cells in microfabricated microwells by limiting dilution; (2) measure the desired phenotypes of each cell by imaging; (3) capture mRNA and synthesize barcoded cDNA from each cell on an improved optically decodable bead; (4) optically decode cell barcode sequences for linking imaging and sequencing by sequential probe hybridization; (5) amplify and sequence barcoded cDNA to obtain an expression profile for each cell (Fig. 1A).

**Figure 1:**
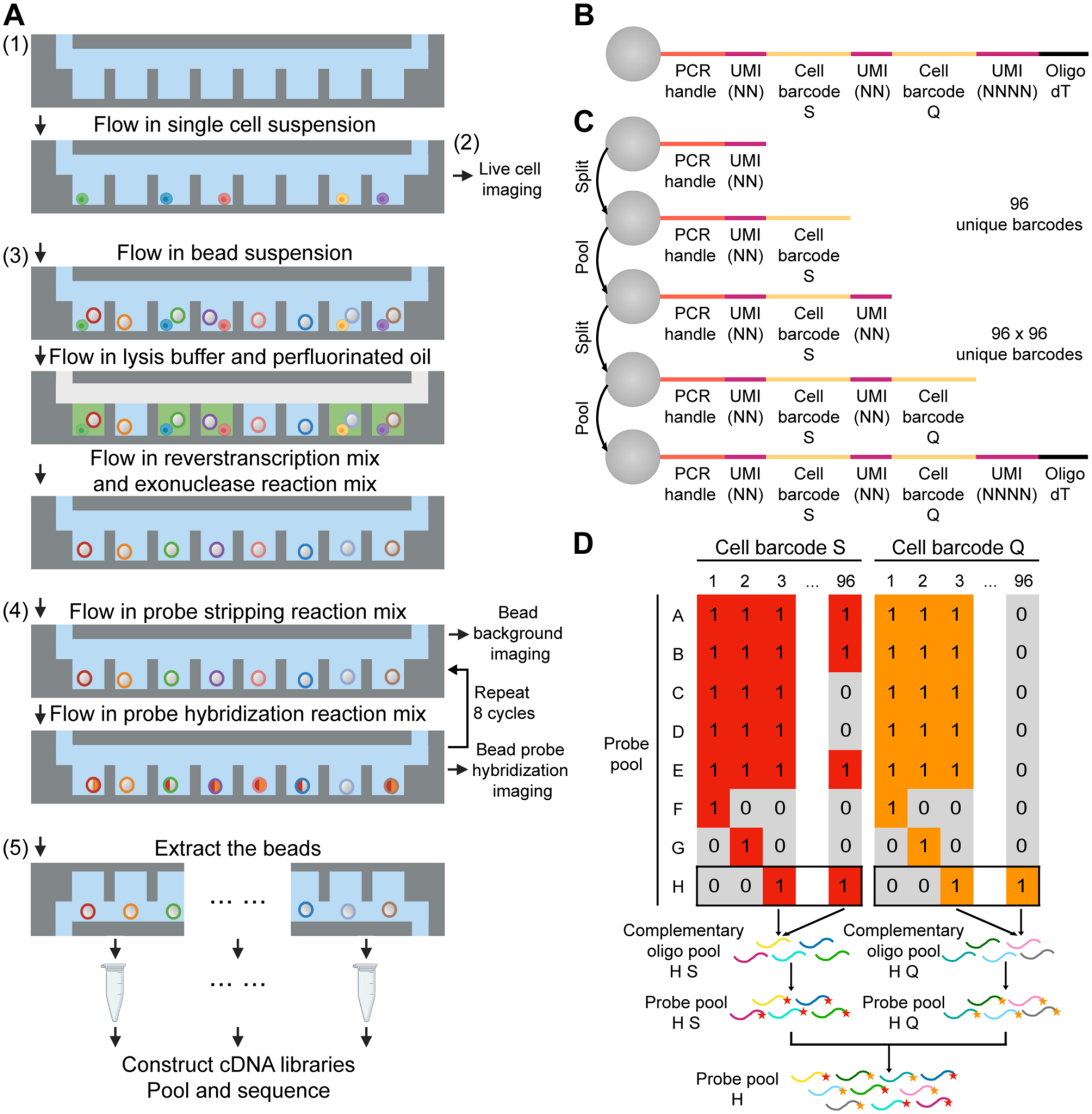
Overview of SCOPE-seq2. (**A**) A schematic representation of the experimental workflow for SCOPE-seq2. (**B**) Oligonucleotide design for SCOPE-seq2 optically decodable mRNA capture beads. (**C**) Split-pool synthesis scheme for generating combinatorial SCOPE-seq2 barcodes with the structure shown in (**B**). (**D**) Schematic for generating pools of fluorescent probes for SCOPE-seq2 optical decoding.

In conventional scRNA-seq, the barcoded mRNA capture beads are randomly co-encapsulated with individual cells in the microwells, so we do not know which barcode is incorporated into the cDNA library of each imaged cell. However, in SCOPE-seq we can identify the barcode sequence on the bead in each microwell by hybridizing fluorescently-labeled oligonucleotide probes and imaging the beads with a fluorescence microscope (optical decoding). In our original report, the cell-identifying barcode that was incorporated into the cDNA library of each cell and the optically decodable barcode sequence were distinct, and we had to prepare a separate sequencing library to link the two sequences. In addition, only a small subset of oligonucleotides on each bead actually contained the optically decodable barcode sequence, limiting the fluorescence signal and therefore imaging speed and throughput. For SCOPE-seq2, we devised an improved optically decodable bead where the sequencing and optically decodable barcode sequences that identify a given cell are the same (Fig. 1B). The cell barcode contains two 8-nucleotide sequences, each of which is a member of a pool of 96 sequences (Supplementary Table S1). An 8-nucleotide random sequence is dispersed into three parts and serves as both a unique molecular identifier (UMI) and a spacer between other functional sequences on the bead. The oligonucleotides on all beads share two common sequences—a universal PCR adapter on the 5′-end and oligo(dT) on the 3′-end for mRNA capture and cDNA amplification. The oligonucleotides are synthesized by split-pool, solid-phase synthesis (Fig. 1C). Beads are pooled together to add common sequences and random UMIs, and are split into 96 reactions to add one of the 96 cell barcode sequences. 

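In the deposited counts, every profile is named by a device region and by a number from 0 to 95 for each of the 2 parts of its cell barcode, called S and Q. All 96 S sequences and all 96 Q sequences were in use in both experiments. In the mixed U87 and 3T3 experiment, an S sequence was found in 66 to 127 profiles with a median of 93, and a Q sequence in 67 to 124 profiles with a median of 94.5. In the GBM surgical sample, an S sequence was found in 10 to 34 profiles and a Q sequence in 10 to 36, with a median of 20 for each. Counted without regard to the device region, the mixed-species profiles used 5927 different pairs of S and Q, and the GBM profiles used 1768.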

After two rounds of split-pooling, a total of $${96}^{2}=9216$$ cell barcodes are generated. To generate cDNA from cells, we co-encapsulate the cells with these beads, lyse the cells, capture cell mRNAs on beads by hybridization, and reverse transcribe the captured mRNAs.

To link cellular imaging with scRNA-seq from the same cell, we identify the cell barcode sequence on each bead in the microwell array by sequential fluorescent probe hybridization. Our strategy is related to methods of decoding DNA microarrays and highly multiplexed fluorescence in situ hybridization (FISH)^8–11^. We use a temporal barcoding strategy in which each 8-nt cell barcode sequence corresponds to a unique, pre-defined 8-bit binary code (Supplementary Tables S2, S3). Each bit of the binary code can be read out by one cycle of probe hybridization, where the presence or absence of a hybridized probe indicates one or zero, respectively. The two parts of the cell barcode can be decoded simultaneously using two sets of differently colored fluorescent probes. To realize this decoding scheme, we generate a pool of fluorescent probes for each cycle of hybridization. All oligos whose sequences are complimentary to the cell barcode sequence marked ‘1’ in the corresponding binary code are pooled and conjugated with fluorophores, Cy5 or Cy3. Distinct fluorophore-conjugated probes against the two 8-nucleotide sequences comprising the cell barcode are then pooled together to form the final probe pool (Fig. 1D). Thus, we are able to decode all possible cell barcode sequences by eight cycles of two-color probe hybridization. This approach is more scalable than the original SCOPE-seq strategy and gives a brighter signal on the bead surface because every primer contains an optically decodable barcode. Thus, SCOPE-seq2 beads are compatible with higher speed imaging, leading to higher throughput.

Finally, we further increased the cell indexing capacity to $${96}^{2} \times 10={92,160}$$ by dividing the microwells into ten regions as previously described^4^. We extract the beads from each region of the device separately for library construction and indexing, and then sequence the cDNA libraries from each region in a single pool.

### Cell barcode optical decoding analysis for SCOPE-seq2

To decode the cell barcode sequences from imaging, a ‘cycle-by-cycle’ method was used in SCOPE-seq^4,10^, which calls the binary code for each bead based on the bimodal distribution of intensity values across all beads in each hybridization cycle. This method works well when the bead fluorescence intensity values of the ‘one’ state population are well separated from that of the ‘zero’ state population. However, because the beads exhibit auto-fluorescence at shorter wavelengths, the two populations are not as well separated in the Cy3 emission channel as in the Cy5 emission channel (Supplementary Fig. S1).

To accurately decode the cell barcode sequences from imaging, we utilized a modified ‘bead-by-bead’ fluorescence intensity analysis strategy, which has been used to decode randomly ordered DNA microarrays^10^. We determine the cell barcode sequences of each bead by sorting the eight intensity values in each emission channel in ascending order, calculating the relative intensity change between each pair of adjacent values, establishing a threshold based on the largest relative intensity change to assign a binary code, and mapping the binary code to the actual cell barcode sequence (Fig. 2A). For those unmappable binary codes, we repeatedly re-assign the binary code based on the next largest relative intensity change until the code can be successfully mapped to a cell barcode sequence. Since this method decodes each bead independently, we expected that it would give better results when the ‘one’ and ‘zero’ intensity states were poorly separated.

**Figure 2:**
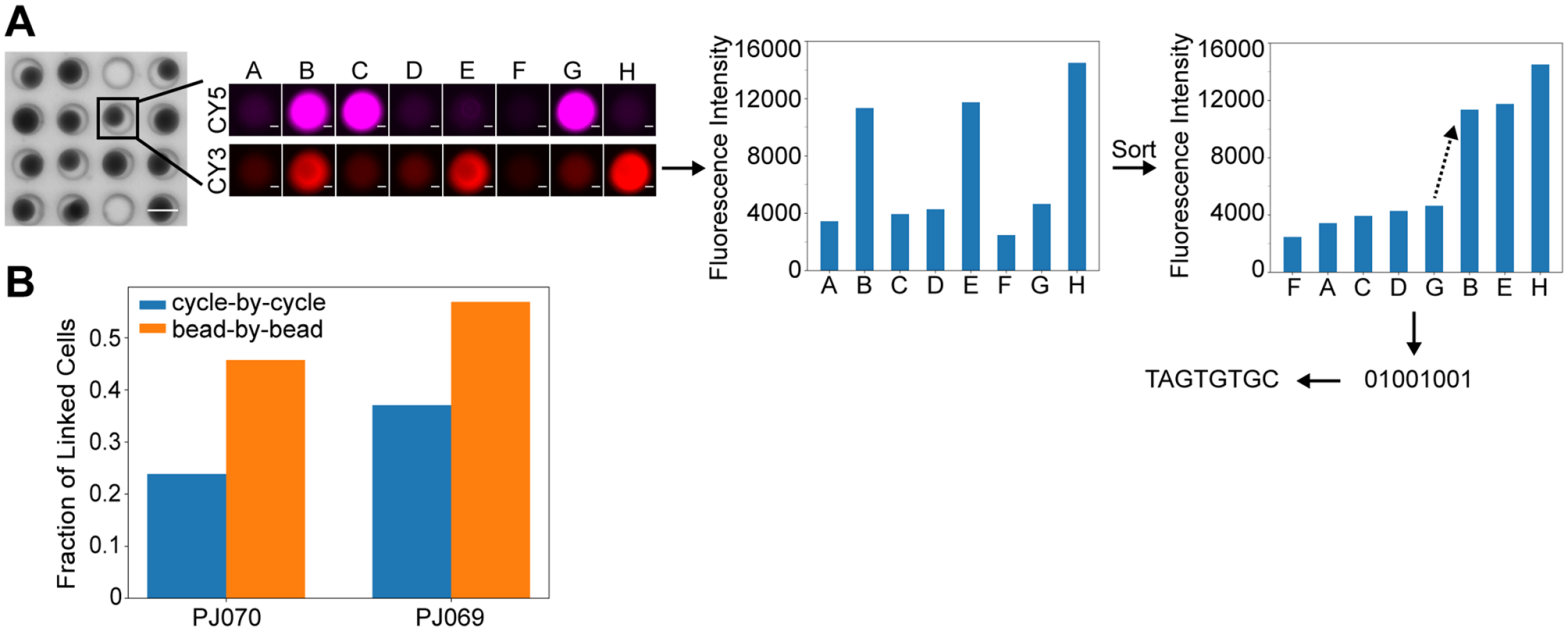
Optical decoding of cell barcodes. (**A**) Bright field image of SCOPE-seq2 beads in PDMS microwells (left) and two-color fluorescence images of a SCOPE-seq2 bead after each cycle of optical decoding (right). Scale bars 50 μm (multi-well image, left) and 10 μm (single-well images, right). Bar plots show the 8-cycle fluorescent intensity values before (left) and after sort (right) of a SCOPE-seq2 bead in the CY3 emission channel. An arrow shows the two adjacent values with the largest relative intensity change. (**B**) Comparison of the ‘bead-by-bead’ and ‘cycle-by-cycle’ decoding methods. A bar plot shows the fraction of scRNA-seq expression profiles that are successfully linked to cell images in two different experiments (PJ069 and PJ070).

Optical decoding errors have three possible outcomes: (1) assigning the bead an unmappable binary code that does not exist in our barcode set; (2) assigning the bead a mappable binary code that does not correspond to a single-cell profile in the sequencing data; (3) assigning the bead a mappable binary code that does correspond to a single-cell profile in the sequencing data, resulting in assignment of a single-cell image to the incorrect scRNA-seq profile. The first and second outcomes reduce our linking yield, but do not cause linking errors, whereas the third outcome leads to the incorrect linking. In SCOPE-seq2, for each region, we only used 96^2^ = 9216 out of 2^16^ = 65,536 possible binary codes for the cell barcodes, so that most decoding errors result in the first outcome. 

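In the authors' table of temporal binary codes, the S codes of the 8 hybridization cycles are all different from each other, and so are the Q codes. The used pairs of codes make up 14.1% of all possible pairs. In each set, every code has exactly 1 other code of the same set that differs in a single cycle, which makes 48 such pairs among the S codes and 48 among the Q codes. A wrong call in a single cycle therefore turns a code into another used code in 12.5% of the possible cases, and into an unused code in the rest. From the small used part of the code space, the paper reasons that most decoding errors give a code that no bead carries.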

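Each device has 10 regions, and the region is part of the profile's name in the deposited counts. In the mixed-species experiment, a region held between 750 and 1007 profiles, the highest number in region 6. Within a region, between 8.14% and 10.9% of the possible cell barcodes were thus in use. In the GBM surgical sample, a region held between 138 and 240 profiles, or 1.497% to 2.60% of the possible barcodes.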

Importantly, the number of sequenced cell barcodes in one region of our device (< 1000 cells per region) is far fewer than the total 96^2^ = 9216 possible cell barcodes, so if a bead is assigned a mappable binary code, an error will most likely lead to the second outcome rather than the third. For example, in dataset PJ070, we optically decoded cell barcodes using the ‘cycle-by-cycle’ method. Among all beads that paired with cells in imaging, 57.4% of the beads were assigned an unmappable binary code (first outcome) and 17.9% of the beads have the second outcome. The remaining beads either resulted in correct links between single-cell images and scRNA-seq profiles or contributed to our very low error rate (see below). Thus, a more accurate optical decoding method is expected to give a higher fraction of linked imaging and sequencing data. To compare the ‘bead-by-bead’ method with the ‘cycle-by-cycle’ method, we tested these two methods on two datasets. 

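For the GBM surgical sample, dataset PJ069, the barcodes of the cells with imaging features are listed in the source data of Fig. 4C. This list holds the linked cells that remained after the removal of multiplets and of cells with low fluorescence, so its share of the profiles is not the linking yield of the decoding method. The share of profiles on the list differed between device regions, from 34.1% of 138 profiles in region 4 (exact 95% binomial interval 26.2% to 42.6%) to 56.6% of 166 profiles in region 6 (48.7% to 64.3%). It also differed with the optical code, if the numbers in the profile names follow the order of the authors' tables, an assumption that the files do not state. Among 148 profiles whose S and Q codes hold at most 4 ones together, 35.8% were on the list (28.1% to 44.1%). Among 258 profiles with at least 10 ones, 56.6% were on it (50.3% to 62.7%). The change was not even: among S codes, those with 1 one had the lowest share, 31.1% of 167 profiles (24.2% to 38.8%), those with 2 ones the highest, 58.3% of 156 (50.2% to 66.2%), and those with 3 to 6 ones between 49.3% and 51.1%. Among Q codes, those with 2 ones had the lowest share, 38.5% of 122 profiles (29.9% to 47.8%). Those with 1 one had 41.1% of 158 (33.4% to 49.2%), and those with 6 ones the highest, 58.2% of 239 (51.6% to 64.5%). The order of 1 and 2 ones is not settled: their intervals overlap, and 16 of the 122 profiles carried a single sequence with 0 linked cells. The intervals treat profiles as independent, although the share of single Q sequences ran from 0% to 84.2%. For the mixed-species dataset, PJ070, no list of linked barcodes was among the files used.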

In dataset PJ070 and PJ069, we linked 46% and 57% scRNA-seq profiles with cell images using the ‘bead-by-bead’ method compared to only 24% and 37% using the ‘cycle-by-cycle’ method. In both datasets, we observed at least a 20% increase in the fraction of linked cells with the ‘bead-by-bead’ method (Fig. 2B), which suggests that the ‘bead-by-bead’ method is more suitable for cell barcode optical decoding in SCOPE-seq2.

### Validation of SCOPE-seq2

To demonstrate the performance of SCOPE-seq2, in terms of throughput, molecular capture efficiency, and accuracy of linking imaging and sequencing data, we performed an experiment with mixed human (U87) and mouse (3T3) cells labeled with two differently colored live staining dyes. 

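The mixed-species experiment is represented by 1 sample of U87 and 3T3 cells. The authors deposited its molecular counts, the number of UMIs per gene and profile, with 60725 human and 48526 mouse genes. The counts are whole numbers in every profile and were not normalized. Because the condition has 1 sample, its profiles and device regions are not replicates, no test between conditions was made, and the intervals given for this experiment are exact 95% binomial intervals that cover counting error only. The images of this experiment are not among the files used, so the values given here rest on the sequencing data alone.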

We loaded the mixed cells into the microwells at a relatively high density and obtained 9061 transcriptional profiles from a single experiment. 

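The deposited table holds 9061 profiles with 92831980 molecules in total, of which 58875007 were counted on human genes and 33956973 on mouse genes. A profile held between 1585 and 83376 molecules. The mean per device region lay between 8943 molecules in region 2 and 11727 molecules in region 9.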

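Averaged over every deposited profile, human and mouse genes together, the mean was 10245 molecules per profile and the mean number of genes with at least 1 molecule was 3548. The medians were 8312 molecules and 3364 genes. The choice of profiles moved the mean most: among profiles with over 90% of their molecules on the genes of a single species, the mean was 12222 molecules and 3896 genes, and among the remaining profiles it was 7499 molecules and 3064 genes. Restricted to profiles with at least 2000 molecules, the mean was 11212 molecules and 3824 genes.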

At saturating sequencing depth, we detected on average 10,245 mRNA transcripts from 3548 genes per cell (Fig. 3A,B), which is a nearly three-fold improvement over the original report of SCOPE-seq (Fig. 3C,D)^4^. To evaluate the linking accuracy of SCOPE-seq2, we identified the species of each cell from the color of the fluorescent label and from the species-specific alignment rate in RNA-seq (a cell with > 90% of reads aligning to the transcriptome of a given species was considered species-specific), and examined the consistency of the two cell species calls. 

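The species call from sequencing was repeated with molecules in place of reads. Of the 9061 profiles, 3859 had over 90% of their molecules on human genes (42.6%, exact 95% binomial interval 41.6% to 43.6%). Another 1409 had over 90% on mouse genes (15.6%, 14.8% to 16.3%). The remaining 3793 reached the limit for neither species (41.9%, 40.8% to 42.9%). This share depended on the limit: at 80% it was 16.5%, and at 95% it was 68.6%. It also differed between device regions. In regions 0, 1 and 3, it was 55.6%, 48.8% and 47.5%, and in the other regions it lay between 37.2% and 39.8%. These calls cover every profile, not only those linked with imaging data.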

In the 4145 scRNA-seq profiles that we successfully linked with imaging data, we obtained a class-balanced linking accuracy of 99.2% (0.8% error rate), with 98.8% of human cells and 99.6% of mouse cells agreeing with the species calls from two-color imaging (Fig. 3E). This represents a nearly five-fold improvement in accuracy over the original report of SCOPE-seq (3.9% error rate). We are also able to confidently remove multiplets in SCOPE-seq2 by manually identifying mixed-species and single-species multiplets from the two-color cell images (Supplementary Fig. S2). By comparing image-based and sequencing-based mixed-species multiplets, we obtained a multiplet detection sensitivity of 68.8% and a specificity of 97.0%. A large portion of transcriptional profiles with low purity have been removed (Fig. 3F). Since we confirmed that SCOPE-seq2 has high linking accuracy, we suspected that the mixed-species multiplets detected by sequencing but not imaging were because of imperfections in scRNA-seq data, which served as our ground truth.

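Profiles called human still held mouse molecules, with a median of 448 per profile, or 4.09% of the profile's molecules. In profiles called mouse, the median was 767 human molecules, or 7.10%. A single mouse gene, Gm42418, accounted for 30.5% of all mouse molecules in profiles called human. This gene was singled out after its values were seen. It took 1.26% of all molecules in profiles called human and 1.68% in profiles called mouse, whereas all other mouse genes together took 2.87% and 91.5%. The share of profiles below the 90% limit fell with the number of molecules. Among the 907 profiles with the fewest molecules, up to 1989 each, it was 90.3% (exact 95% binomial interval 88.2% to 92.1%). In group 8 of 10 equal groups by molecules, with 12542 to 15745 each, it was 23.7% (21.0% to 26.6%), and among the 906 profiles with the most molecules it was 29.1% (26.2% to 32.2%). The median number of molecules of the minor species rose from 305 per profile in the lowest group to 1328.5 in the highest, while its median share fell from 17.4% to 4.81%. For mixed-species profiles that sequencing detected and imaging did not, the paper proposes imperfections of the scRNA-seq data as the reason.

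**Figure D1:**
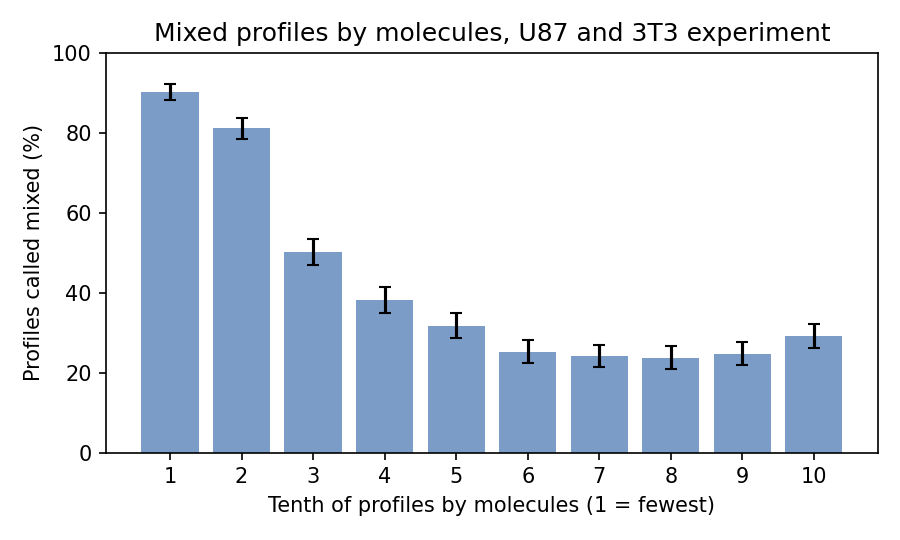
Share of profiles of the mixed U87 and 3T3 experiment with at most 90% of molecules on a single species, in percent (vertical axis), for 10 equal groups of profiles ordered by their number of molecules (horizontal axis, group 1 with the fewest). Bars show the share and whiskers the exact 95% binomial interval; the share is 90.3% in group 1 and 23.7% in group 8.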

**Figure 3:**
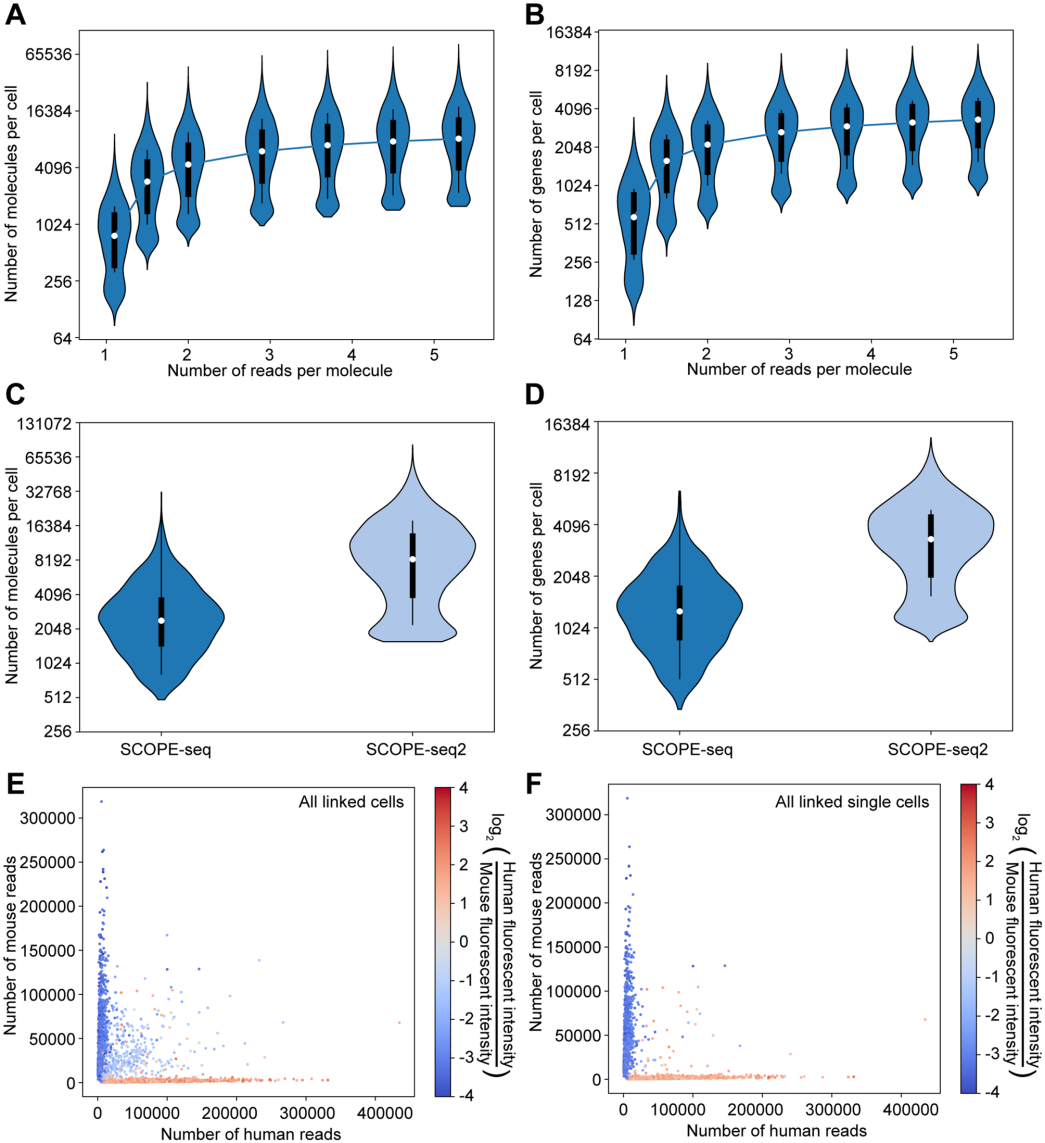
Validation and performance of SCOPE-seq2 in a mixed-species experiment. Saturation analysis of the number of (**A**) unique transcript molecules and (**B**) genes detected per cell (violin plots indicate distributions across cells). Comparative analysis of SCOPE-seq and SCOPE-seq2 for the number of (**C**) unique transcript molecules and (**D**) genes detected per cell (violin plots indicate distributions across cells). Scatter plots showing the number of uniquely aligned human and mouse reads corresponding to each cell barcode linked to images, before (**E**) and after (**F**) removal of multiplets. Each point (cell) is colored by the fluorescence intensity ratio of the human and mouse live staining channels, indicating excellent agreement between scRNA-seq and imaging.

### SCOPE-seq2 allows paired analysis of image-based and transcriptional phenotypes in individual cells isolated from human tissues

To demonstrate that we can collect paired optical and transcriptional phenotypes from human tissue samples using SCOPE-seq2, we performed an experiment on cells dissociated from a human GBM surgical sample and labeled with calcein AM, a fluorgenic dye that reports esterase activity. 

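The GBM experiment is represented by 1 surgical sample. The authors deposited its molecular counts as UMIs per gene and profile for 60725 human genes, as whole numbers without normalization. The imaging features come from the source data of Fig. 4C, which give 16 z-scored features for each listed cell barcode. Images and raw intensities were not among the files used. With 1 sample of this condition, cells, expression clusters and device regions are not replicates of it. For this reason no test was made across cells, and the exact Poisson and binomial intervals, at the 95% level, cover counting error only. The authors removed multiplets among the imaged cells by eye, and no further doublet filter was applied.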

We obtained 1,954 scRNA-seq profiles and linked 1110 of them to live cell images. 

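In the deposited counts, the GBM sample has 1954 profiles with 5260786 molecules. The mean was 2692 molecules and 1569 genes per profile, the medians were 2095.5 molecules and 1349 genes, and the range was 1001 to 27100 molecules. The source data of Fig. 4C list 956 cell barcodes, and every one of them was found in the counts by its exact name. These are the cells that remained after the removal of multiplets and of cells with low fluorescence, 48.9% of the profiles (exact 95% binomial interval 46.7% to 51.2%). Their median was 2085 molecules, against 2101.5 in the 998 profiles that are not listed.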

We manually removed cell multiplets based on imaging. Calcein AM is commonly used as a live stain, and so we also removed outlier cells with low fluorescence intensity (see “Methods”). Malignantly transformed GBM cells often resemble non-neoplastic neural cell types in the adult brain, and so simple marker-based analysis is insufficient to confirm malignant status. To address this, we identified a large population of cells with amplification of chromosome 7 and loss of chromosome 10, two commonly co-occurring aneuploidies that are pervasive in GBM^12,13^, based on the gene expression (Supplementary Fig. S3). 

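The ratio of chromosome 7 to chromosome 10 molecules was taken from the counts themselves, summed over the cells of each expression cluster, without the factorization. In the cycling-like, mesenchymal-like and astrocyte-like clusters and in the clusters without a name, together 797 cells, 159371 molecules were on chromosome 7 genes and 46839 on chromosome 10 genes, a ratio of 3.40 (exact 95% binomial interval 3.37 to 3.44). In the myeloid-like, endothelial-like and pericyte-like clusters, together 159 cells, the ratio was 1.47 (1.44 to 1.51). Between single clusters, it ranged from 3.03 to 3.61 in the former and from 1.38 to 1.56 in the latter. Within each of the 10 device regions, the former group lay between 3.14 and 3.56 and the latter between 1.32 and 1.63. The most abundant chromosome 7 gene alone held 18.6% of the molecules of that chromosome. Leaving out the 10 most abundant genes of each chromosome moved the former ratio most, to 2.94, while the latter was 1.47. A ratio of expression is not a copy number, since genes also differ in their regulation between cell types. Against the other cells, the cells called malignant had a log2 ratio of 0.60 for their share of molecules on chromosome 7, the highest of 22 autosomes, and of -0.62 for chromosome 10, the lowest. These cells were called by their score on the same 2 chromosomes, which favours this ranking, so it is no separate evidence. The other 20 autosomes lay between -0.53 and 0.56.

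**Figure D2:**
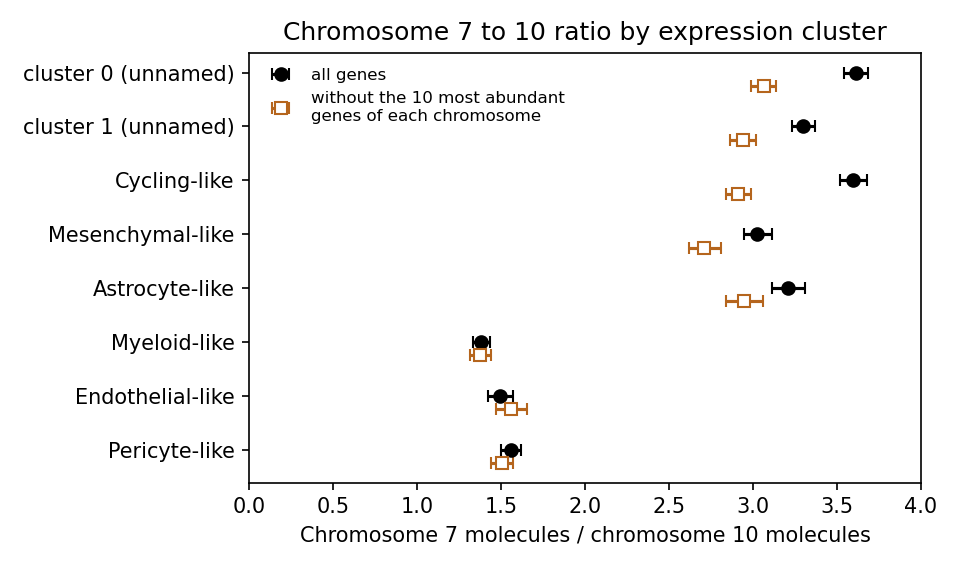
Molecules on chromosome 7 genes divided by molecules on chromosome 10 genes (horizontal axis) for each of the 8 expression clusters of the linked GBM cells (vertical axis). Filled circles use all genes, open squares leave out the 10 most abundant genes of each chromosome, and whiskers are exact 95% binomial intervals. The myeloid-like, endothelial-like and pericyte-like clusters lie between 1.37 and 1.56, and the other clusters between 2.71 and 3.61.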

We then computed a low-dimensional representation of the data using single-cell hierarchical Poisson factorization (scHPF) to identify key gene signatures that define the population^14^ and visualized their distributions across cells using Uniform Manifold Approximation and Projection (UMAP). We recovered all of the major cell types that have been previously reported from scRNA-seq of GBM^13,15^ including myeloid cells, endothelial cells, pericytes, malignant-transformed astrocyte-like cells, mesenchymal-like cells, oligodendrocyte-progenitor-like/neuroblast-progenitor-like cells (OPC/NPC) and cycling cells (Fig. 4A,B). 

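The 956 linked cells were factorized again from 15607 genes with 13 factors, and the cell scores gave 8 clusters. A cluster was named only if at least 3 markers of a type, fixed before the data were examined, were at least 2-fold above the remaining cells. The named clusters were cycling-like with 141 cells, mesenchymal-like with 124, astrocyte-like with 102, myeloid-like with 86, endothelial-like with 37 and pericyte-like with 36. Median molecules per cell ranged from 1409.5 in the myeloid-like cluster to 3033 in the cycling-like cluster. The remaining clusters, with 229 and 201 cells, had no type with 3 such markers. The OPC/NPC markers did not single out either of them, and 3 of 5 were at least 2-fold higher in the cycling-like cluster, which was named by its larger rise in cycling markers; MAP2 and OLIG1 were at similar levels in several clusters. MAP2 had 387 CPM (exact 95% Poisson interval 339.7 to 440.0) and 397 CPM (344 to 457) in these clusters, and 508 CPM (447 to 575) in the cycling-like cluster. In the mesenchymal-like cluster it had 94.7 CPM (62.4 to 138). OLIG1 had 311 and 312 CPM in the clusters without a name, 335 in the cycling-like and 49.1 in the mesenchymal-like cluster. The number of named types was 6, the same with 10 factors, and rose most, to 8, when all 1954 profiles were clustered. With another random start of the factorization, with all profiles, or with Leiden clustering of principal components, a cluster was named OPC/NPC-like. SAA1, SAA2 and LTF, genes of the acute phase and innate immune response, led the mesenchymal-like cluster, and IGHA1, an immunoglobulin gene of which 32 molecules were in a single cell, was among the leading genes of the cycling-like cluster.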

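Clustered by their correlation over the 956 cells, the z-scored features listed for the GBM cells fell into the same 3 groups with average, complete and single linkage. The size group held 8 features, among them area, perimeter and the Feret diameters. The intensity group held 5 features of calcein AM staining, and the shape group held 3, circularity, roundness and solidity. Within groups, the median Pearson correlation between features was 0.882 for size, 0.965 for intensity and 0.813 for shape. Between groups, it was -0.446 for shape and size, 0.265 for intensity and size, and -0.0370 for shape and intensity. These correlations are across cells of 1 sample.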

We also measured 16 imaging features from cell images and grouped those features into three categories, cell size, shape and calcein AM intensity using unsupervised hierarchical clustering (Fig. 4C) to create three imaging-based meta-features. By linking the meta-features to scRNA-seq cell types, we found that myeloid cells (clusters 2 and 3) are relatively round and small with high esterase activity; endothelial cells are large and less round as expected, and have intermediate esterase activity; and pericytes have intermediate shape, size and intensity (Fig. 4D, Supplementary Table S4).

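Each meta-feature was the mean of the z-scored features of its group. Myeloid-like cells had a median shape of 0.299, a median size of -0.429 and the highest median intensity of the clusters, 0.891. Endothelial-like cells had a median shape of -0.452, a median size of 0.516 and a median intensity of -0.0389. In pericyte-like cells, the median shape was 0.00231 and the median size 0.193, both between the values of the other two types, and the median intensity was -0.177. The quartiles of single cells were wide beside these differences, for example from -1.18 to 1.35 for the intensity of endothelial-like cells. With each device region left out in turn, the median of myeloid-like minus endothelial-like cells stayed between 0.605 and 0.961 for shape, between 0.833 and 1.13 for intensity and between -1.19 and -0.842 for size. Within single regions, which held 1 to 6 endothelial-like and 3 to 19 myeloid-like cells, this difference had the same direction in 10 of 10 regions for shape and for size, but in 7 for intensity, and the opposite one in 3. The difference between myeloid-like and pericyte-like cells kept its direction in 9 of 10 regions for each meta-feature. That between pericyte-like and endothelial-like cells kept it in 8 for shape, in 7 for size and in 6 for intensity. The difference in intensity between pericyte-like and endothelial-like cells was -0.138 and changed its direction without region 5, where it became 0.0294. Cells chosen by marker molecules alone, in place of clusters, moved the intensity difference between myeloid-like and endothelial-like cells most, from 0.930 to 1.28. From these meta-features, the paper concludes that myeloid cells are round and small with high esterase activity. It describes endothelial cells as large and less round with intermediate activity, and pericytes as intermediate in all 3 meta-features.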

**Figure 4:**
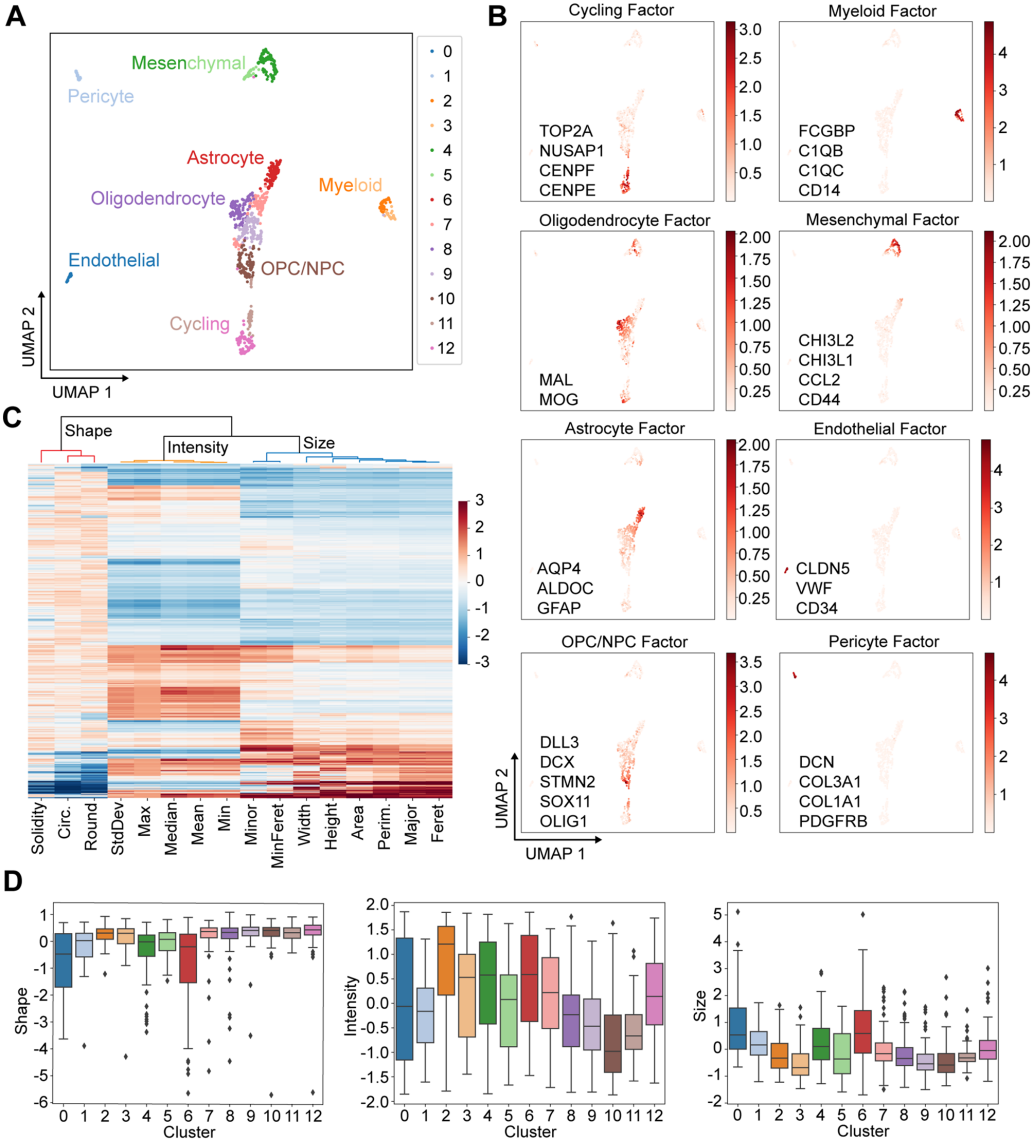
Application of SCOPE-seq2 to a human GBM surgical sample. (**A**) UMAP embedding of the cell scores from scHPF factorization of the scRNA-seq data colored based on unsupervised clustering from Phenograph. (**B**) Same as (**A**) but colored by scHPF cell scores for each scHPF factor. A short list of top-scoring genes for each factor is also included. (**C**) Identification of imaging meta-features. A heatmap shows the z-scored values of 16 cell imaging features (columns) across cells (rows), and a dendrogram indicates three feature clusters, cell size, shape and Calcein staining intensity, from an unsupervised hierarchical clustering. (**D**) Heterogeneity of cell imaging meta-features. Boxplots show the distribution of imaging meta-features in each Phenograph cluster from scRNA-seq.

### SCOPE-seq2 identifies relationships between imaging features and lineage identities of malignantly transformed GBM cells

Malignant cells in GBM can resemble multiple neural/glial lineages or exhibit a mesenchymal phenotype^13,15–17^. Because malignant GBM cells are known to be highly plastic, we decided to use a diffusion map to visualize their lineage relationships^18^. 

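The malignancy score of each linked cell was computed again from the factorization, with 799 genes on chromosome 7 and 568 on chromosome 10. The expected counts of a cell were first scaled to a sum of 10000. The lowest bin of the histogram between the 2 means of the double Gaussian fit was at a score of 0.0874, and 800 of the 956 cells lay above it (83.7%, exact 95% binomial interval 81.2% to 86.0%). These cells had a median of 2223 molecules, and the other cells 1579.5. Of the myeloid-like, endothelial-like and pericyte-like cells, 5 of 86, 1 of 37 and 0 of 36 were above the threshold, and for the pericyte-like cells this allows a share of up to 9.74%. In each of the other clusters, at least 99.1% of cells were above it. The formula moved the share most: with expected counts divided by 10000 and no scaling per cell, 60.3% of cells were above the threshold found in the same way. With raw counts in place of the factorization, the share was 88.6%.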

We selected malignant cells based on aneuploidy as described above (Fig. 5A), reduced the dimensionality of malignant cell gene expression by scHPF, and visualized the factorized data with a diffusion map, which revealed two major branches (Fig. 5B). One branch consists of astrocyte-like cells and terminates with mesenchymal-like cells, while the other branch consists of OPC/NPC cells and cycling cells. This is consistent with our previous studies showing that astrocyte-like and mesenchymal glioma cells are significantly more quiescent than OPC-like glioma cells^13^.

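Malignant cells were ordered by their rank on the first diffusion component, from 0% to 100%, computed from 15 factors and 14753 genes. Cycling-like cells had a median rank of 12.2%, the clusters without a name 30.6% and 55.9%, astrocyte-like cells 75.2% and mesenchymal-like cells 92.3%. In 5 groups of 160 cells along this order, the summed markers of OPC/NPC fell from 1047 CPM in group 1 (exact 95% Poisson interval 963 to 1136) to 209.8 in group 5 (166 to 262). The summed astrocyte markers rose from 991 to 7518 CPM, with 7111 in group 4. The summed mesenchymal markers were at 2139 CPM in group 4 and at 21783 in group 5 (21308 to 22266). These markers are among the genes that the factorization itself used, so their order along the component describes the component and is no separate evidence.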

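Cycling genes were compared between malignant cells classed by other markers only, so that the cycling genes did not enter the class. A cell needed at least 3 molecules of the markers of OPC/NPC, astrocytes or mesenchymal cells, and more of them than of either other class. TOP2A, NUSAP1, CENPF and CENPE together had 929 CPM (exact 95% Poisson interval 830.5 to 1035) in 113 cells of the OPC/NPC class. In 324 cells of the astrocyte class they had 217 CPM (188 to 249), and in 200 cells of the mesenchymal class 191 CPM (155 to 233). Median molecules per cell were 2627, 2498.5 and 2052.5 in this order. Within device regions, the values ranged from 185 to 1865 in the OPC/NPC class, from 30.6 to 651 in the astrocyte class and from 0 to 535 in the mesenchymal class.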

**Figure 5:**
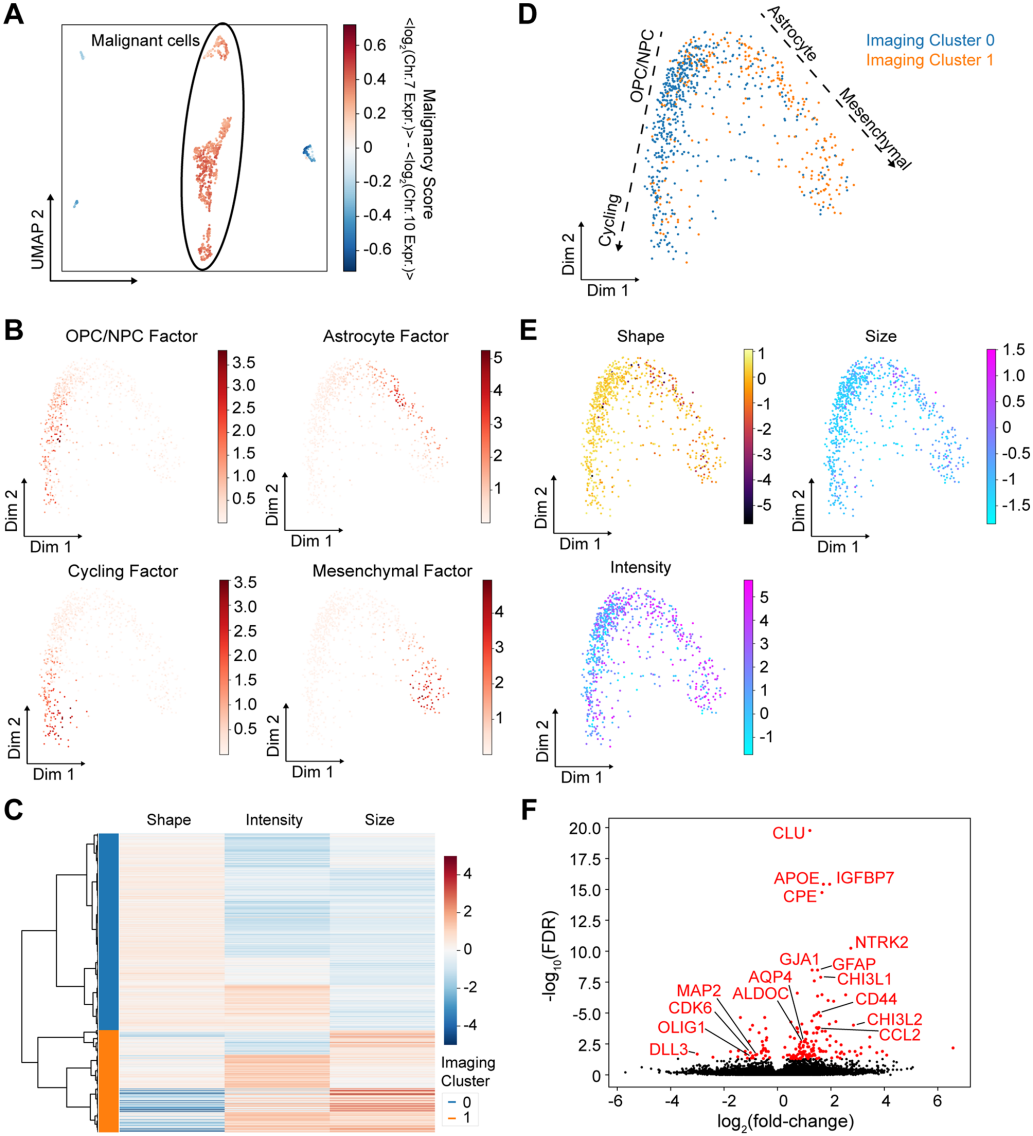
Relationships between cell imaging features and transcriptional phenotypes in GBM. (**A**) UMAP embedding from Fig. 4A colored by the malignancy score (the scHPF-imputed difference between Chr.7 and Chr.10 average expression), which indicates malignantly transformed GBM cells based on aneuoploidy. (**B**) Two-dimensional diffusion map of malignantly transformed GBM cells, colored by the scHPF cell scores for factors enriched in GBM lineage markers. (**C**) Clustering of imaging meta-features for the malignantly transformed GBM cells. A heatmap shows the values for three imaging meta-features, and a dendrogram shows the unsupervised hierarchical clustering of cells. Two major imaging clusters of cells are colored. (**D**) Diffusion map in (**B**) colored by the imaging clusters identified in (**C**). (**E**) Diffusion map in (**B**) colored by the values of the three imaging meta-features shown in (**C**). (**F**) Volcano plot for differential expression analysis comparing the two major imaging clusters. Genes with an adjusted p value (FDR) < 0.05 are indicated in red and many correspond to key markers of the two major GBM branches that were identified.

To explore that how imaging features of malignant cells are related to their transcriptional phenotypes, we asked whether unsupervised clustering of cellular imaging features would correspond to the two major branches observed in the diffusion map from scRNA-seq (Fig. 5B). 

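The 800 malignant cells were clustered by their shape, intensity and size meta-features with correlation distance and average linkage. The cut into 2 clusters gave 528 cells (66.0%) that were rounder, smaller and less bright, numbered 0 here, and 272 cells (34.0%), numbered 1. The medians were 0.382 and -0.0729 for shape, -0.413 and 0.898 for intensity, and -0.482 and 0.667 for size. Cells of cluster 1 had more molecules, with a median of 2489.5 per cell against 2160.5. The paper's text names the distance and not the linkage method. With complete linkage, 47.5% of cells fell in cluster 0, and with Ward linkage on Euclidean distance 85.9%; 81.5% and 80.1% of cells kept their cluster. Single linkage, the default of the function that the paper names, was added after seeing the data and put 99.4% of cells in cluster 0 and 5 cells in cluster 1. The values for imaging clusters given here hold for average linkage unless another is named.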

We clustered malignant cells by the three imaging meta-features described above using hierarchical clustering, and identified two major cellular imaging clusters (Fig. 5C). By plotting two imaging clusters on the diffusion map embedding of the malignant cells, we found that cells with round shape, low intensity and small size (imaging cluster 0) are enriched in the OPC/NPC-cycling branch, and cells with rough shape, high intensity and large size (imaging cluster 1) are enriched in the astrocyte-mesenchymal branch (Fig. 5D,E). This finding was further supported by differential expression analysis comparing expression profiles of cells in the two imaging clusters. 

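The share of cells in imaging cluster 1 was counted in each expression cluster of malignant cells. It was 70.6% of 102 astrocyte-like cells (exact 95% binomial interval 60.7% to 79.2%) and 69.9% of 123 mesenchymal-like cells (61.0% to 77.9%). It was 19.1% of 141 cycling-like cells (13.0% to 26.6%), and 13.2% of 227 cells and 27.9% of 201 cells in the clusters without a name. Astrocyte-like and mesenchymal-like cells together had a higher share than the other malignant cells in each of the 10 device regions, with 70.2% against 19.8% overall. Along the first diffusion component, the share was 16.9% in group 1 of 160 cells, 50.0% in group 4 and 64.4% in group 5. From group 1 to group 5, the median shape fell from 0.412 to -0.0197 and the median intensity rose from -0.379 to 0.577. The median size was -0.220 in group 1, lowest at -0.490 in group 2 and highest at 0.0813 in group 5.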

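Molecules of each gene were summed over the cells of each imaging cluster, 1353336 molecules in cluster 0 and 772768 in cluster 1, and compared as CPM. Markers of OPC/NPC were lower in cluster 1. MAP2 had 426 CPM in cluster 0 and 239 in cluster 1, a log2 ratio of -0.83 (exact 95% counting interval -1.08 to -0.59). The log2 ratio was -0.84 for OLIG1 and -3.04 for DLL3, which had 101 molecules in cluster 0 and 7 in cluster 1. CDK6, which the paper names as a marker of cycling cells, had -0.86, but other cycling markers differed less: the log2 ratio was -0.61 for NUSAP1 (-1.07 to -0.17), -0.39 for TOP2A (-0.76 to -0.02) and -0.41 for CENPF (-0.88 to 0.04), each with this direction in 6 of the 10 device regions, and 0.11 for CENPE (-0.57 to 0.77). In the authors' Mann-Whitney U tests over cells, NUSAP1 and TOP2A did not reach a q under 0.05, unlike CDK6. Markers of astrocytes were higher in cluster 1. APOE had 794 CPM in cluster 0 and 2771 in cluster 1, a log2 ratio of 1.80 (1.70 to 1.91). For GFAP, GJA1, AQP4 and ALDOC, the log2 ratio was 1.36, 1.52, 0.92 and 1.21. Among the mesenchymal markers, CHI3L1 rose from 2246 to 7746 CPM, a log2 ratio of 1.79 (1.72 to 1.85), and CHI3L2 from 49.5 to 452 CPM, a log2 ratio of 3.19 (2.81 to 3.59). CD44 and CCL2 had log2 ratios of 1.51 and 1.71. Each of the 13 genes that the paper names, except CCL2, had the direction of the pooled ratio in at least 8 of the 10 device regions, and CCL2 in 7. With Ward linkage, CHI3L2 fell to a log2 ratio of 1.44 and DLL3 to -4.26. CCL2 fell to 0.77 with Ward linkage and rose to 2.68 with complete linkage. CDK6 had -0.51 with complete linkage, a smaller difference than its counting interval of -1.19 to -0.54 allows. With single device regions left out, CCL2 rose to 2.23 without region 2, OLIG1 was -0.97 without region 2 and GJA1 was 1.29 without region 3. With equal cell numbers and molecules thinned to an equal mean per cell, every one of the 13 genes kept its direction, and CCL2 rose to 2.59. Thinning leaves the expected ratio of pooled CPM as it is, so this shows sampling error only.

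**Figure D3:**
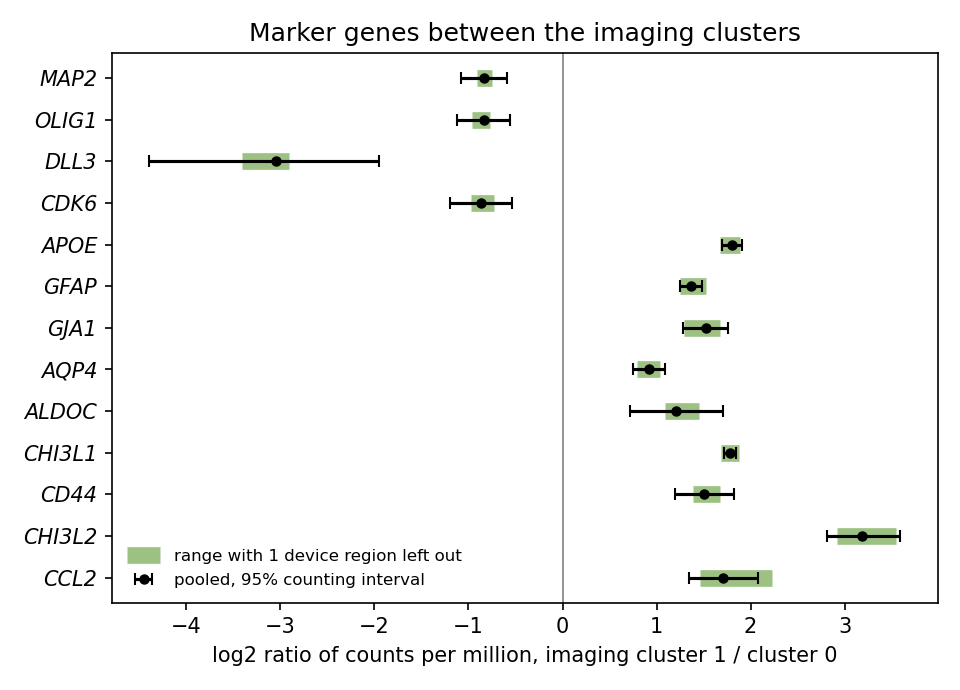
Log2 ratio of pooled CPM, imaging cluster 1 over cluster 0 (horizontal axis), for the 13 marker genes (vertical axis). Points with whiskers give the pooled ratio with its exact 95% counting interval, and bars give the range of the ratio when each device region is left out in turn. MAP2, OLIG1, DLL3 and CDK6 lie below 0 and the other genes above it.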

As expected, markers of OPC/NPCs (MAP2, OLIG1, DLL3) and cycling cells (CDK6) are significantly enriched (FDR < 0.05, Mann–Whitney U test) in imaging cluster 0, while markers of astrocyte-like cells (APOE, GFAP, GJA1, AQP4, ALDOC) and mesenchymal cells (CHI3L1, CD44, CHI3L2, CCL2) are significantly enriched (FDR < 0.05, Mann–Whitney U‐test) in imaging cluster 1 (Fig. 5F, Supplementary Table S5). Therefore, there is a clear correspondence between the major gene expression and basic imaging features for the malignantly transformed cells in this tumor.

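Among genes with at least 200 molecules over both imaging clusters and the same direction in at least 8 device regions, the log2 ratios of pooled CPM were highest for SAA1, CHI3L2, PTGDS, NTRK2 and APOE. SAA1 had 18 molecules in cluster 0 and 304 in cluster 1, a log2 ratio of 4.89 (exact 95% counting interval 4.20 to 5.66), PTGDS had a log2 ratio of 2.53 and NTRK2 of 2.36. They were lowest for CCND1, UHRF1, COL20A1, ST8SIA5 and SOX11. CCND1 had 194 molecules in cluster 0 and 34 in cluster 1, a log2 ratio of -1.70 (-2.27 to -1.17), and the other 4 lay between -1.51 and -1.18. The counting intervals leave out variation between cells. In the authors' Mann-Whitney U tests over cells, SAA1, CCND1 and SOX11 did not reach a q under 0.05, and the other genes of both lists did. The myeloid gene C1QB had a log2 ratio of 0.13 (-0.52 to 0.77), and the 4 myeloid markers summed, with 157 molecules in cluster 0 and 119 in cluster 1, had 0.41 (0.05 to 0.76), so RNA of other cell types in these profiles is not excluded. From the position of the imaging clusters on the diffusion map and from the enrichment of branch markers, the paper concludes that the main expression and imaging features of the malignant cells correspond.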

## Discussion

SCOPE-seq enables a direct link between live cell imaging, cytometry, and scRNA-seq with the scalability and low cost of conventional microfluidic and pooled barcoding approaches. With the upgraded SCOPE-seq2, we achieve enhancements in almost every aspect of performance. In the first experiment described here, we profiled > 9000 cells in a single device, linking > 4100 of them to imaging data. This represents a ~4-fold improvement in throughput. We also achieved a ~ 3-fold improvement in molecular capture efficiency for scRNA-seq and a ~ 5-fold decrease in the error rate for linking imaging and sequence data. Importantly, our improved optical barcode design greatly simplified the automation and microscopy required for SCOPE-seq2. In the original SCOPE-seq, a small fraction of the oligonucleotides on each bead contained optical barcodes, which limited the fluorescence intensity of the beads and required the use of laser-based optics, a relatively sensitive camera, and a small field-of-view. Because of the relatively low signal and autofluorescence of the beads, we were restricted to red fluorophores and could only image in a single channel, which limited our multiplexing capacity and decoding speed. In SCOPE-seq2, every oligonucleotide on the bead contains an optical barcode (~ 100-fold more oligonucleotides) and so a fast, automated microscope with a large field-of-view camera and simple, LED illumination are sufficient and allow two-color optical decoding. These advances make the technology more accessible and contribute to the improved performance.

In SCOPE-seq2, we have achieved substantial improvements in throughput and linking accuracy, but the fraction of cells with linked imaging and sequencing is still ~ 50% as in the original report of SCOPE-seq. For future improvements, we could introduce an error correcting code^8,11^ and eliminate cell barcode sequences that have low linking rates across multiple experiments (i.e. barcodes that cause systematic errors). We expect that these modifications would improve the yield of linked cells, and further improve the throughput and linking accuracy of SCOPE-seq2.

SCOPE-seq2 compares favorably to alternative approaches for linking imaging or cytometric data to scRNA-seq. Some of the earliest techniques combined index sorting by FACS with scRNA-seq to link cytometric data with expression profiles on a cell-by-cell basis^7^. However, this is relatively expensive, does not allow imaging, and is limited by the scalability of library construction in 96- or 384-well plates. The Fluidigm C1, an early commercial platform for scRNA-seq, which could initially profile tens of cells and later scaled to hundreds of cells, directly linked live cell imaging and scRNA-seq^5^. However, it was also limited by relatively high operating costs and other performance issues such as multiplet capture^1^. The icell8 from Takara/Wafergen can link low resolution imaging for cytometry to scRNA-seq, but throughput is limited to ~ 1000 to 1800 cells per sample according to product literature. An upgraded version^6^ combines the Wafergen technology with FACS and achieves higher throughput (~ 7500 cells per sample), but the imaging resolution appears limited to cytometric applications, likely because the chamber volumes are > 1000-fold larger than in SCOPE-seq2 (hundreds of nanoliters vs. ~ 100 picoliters). In addition, achieving a high loading density requires FACS, which can be problematic for some cell types. Relatedly, costs per cell were cited as ~ $1 including 100,000 reads, whereas SCOPE-seq2 is < $0.40 at 100,000 reads due to substantially reduced library preparation costs. Finally, Zhang et al. recently reported microfluidic technology for linking cytometric analysis with scRNA-seq using a combination of droplet microfluidics and microfabricated chambers^19^. The authors claim that their approach is more scalable than SCOPE-seq, but only demonstrated a throughput of ~ 1200 cells which is fewer than both the initial report of SCOPE-seq and the upgraded version described here. Furthermore, it is unclear whether this approach is able to link live cell imaging with scRNA-seq as opposed to just flow cytometric data.

The improvements to SCOPE-seq2 have enabled applications in primary cells isolated from complex tissues, which are typically more challenging to profile by scRNA-seq than cell lines grown in culture. In parallel with this study, we used SCOPE-seq2 to reveal cell size dynamics during adult neurogenesis in the mouse brain and identify the precise stage in neuronal differentiation where morphological changes associated with cell cycle entry occur^20^. In the same experiment, we also used SCOPE-seq2 with anti-NOTUM immunostaining to identify the cellular targets of NOTUM, an extracellular WNT antagonist that plays a crucial regulatory role in adult neurogenesis. Here, we profiled a human GBM surgical specimen using SCOPE-seq2. The scRNA-seq data from this experiment recapitulated all of the major cellular populations and states that have been associated with GBM in previous reports. In a focused analysis of the malignantly transformed tumor cells, we discovered a strong correlation between certain morphological features of individual cells and their cellular identities. Consistent with earlier studies, the transformed cells appear to differentiate along two major branches—one that includes OPC-like, NPC-like and proliferative glioma cells, and a second that includes astrocyte-like and mesenchymal-like glioma cells that are more quiescent. Interestingly, these two major branches are also distinguishable by the imaging features of the dissociated cells. The astrocyte-/mesenchymal-like cells are larger, less round, and exhibit higher esterase activity. Differential expression analysis based on imaging classification alone separated canonical markers of these two populations, demonstrating that significant information about cellular identity is encoded in simple imaging observables. To summarize, SCOPE-seq2 is a versatile and high-performance technology for directly linking live cell imaging and scRNA-seq that scales to thousands of cells per sample and enables applications in both cell lines and primary cells dissociated from complex tissues.

## Methods and protocols

### Bead construction

8-nt cell barcode sequences (Supplementary Table S1) were designed using an R package ‘DNAbarcodes’ with following criteria: sequences were at least 3 Levenshtein distance from each other; sequences that contain homopolymers longer than 2 nucleotides, with GC content < 40% or > 60%, or perfectly self-complementary sequences were removed. 

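The listed sequences were checked against these criteria. The 96 S and 96 Q sequences are all different, and over all 18336 pairs the smallest Levenshtein distance is 3, reached by 1347 pairs. The smallest Hamming distance is also 3, reached by 689 pairs, with a mean of 5.91 of 8 positions. Every sequence has a GC content of 50%, and the longest homopolymer is 2 nucleotides. The number of perfectly self-complementary sequences is 0.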

Full-length mRNA capture oligo sequences (Fig. 1B) are then generated with these candidate 8-nt cell barcode sequences in a combinatorial fashion. Self-complimentary score of each candidate 8-nt cell barcode sequence, defined as the length of the longest continuous stretch of self-complimentary sequence among all full-length mRNA capture oligo sequences that contain this 8-nt cell barcode sequence, is computed. Every A-T paring and C-G paring is scored with a length of 2/3 and 1, respectively, to account for the stronger binding affinity of C-G paring compared to A-T paring. The 8-nt cell barcode sequences with the bottom 50% self-complimentary scores are selected.

Bead synthesis was performed by Chemgenes Corp (Wilmington, MA). Toyopearl HW-65S resin (~ 30 μm mean particle diameter) (Tosoh Biosciences, cat# 19815, Tosoh Bioscience) with a flexible-chain linker was used as a solid support for reverse-direction phosphoramidite synthesis. Beads were synthesized with sequence ‘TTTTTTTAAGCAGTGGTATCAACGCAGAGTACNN’ at 50 micromole scale, split into 96 parts to add one of the S cell barcode sequences, pooled together to add ‘NN’, split into 96 parts to add one of the Q cell barcode sequences, and pooled together to add ‘NNNN’ and 30 T’s.

### Labeling and generation of optical decoding probe pools

192 oligonucleotides that are complementary to the 8-nt cell barcodes (Supplementary Table S2) with 3′-amino modifications were synthesized and purified (Sigma-Aldrich), then resuspended in water at 200 μM. To generate probe mixtures corresponding to each bit in the binary code, oligonucleotides labeled with ‘1’ were taken (Fig. 1D, Supplementary Table S3), pooled and resuspended in 0.1 M sodium tetraborate (pH 8.5) coupling buffer at a final concentration of 22 μM with 0.6 μg/μL reactive fluorophore. Sulfo-CY5 NHS ester (Lumiprobe, cat# 21320) was coupled with S oligo pools, and Sulfo-CY3 NHS ester (Lumiprobe, cat# 23320) was coupled with Q oligo pools overnight at room temperature. Excess fluorophores were removed and oligos were recovered by ethanol precipitation (80% Ethanol, 0.06 M NaCl, 6 μg/mL glycogen). The concentration of probes was quantified using a NanoDrop (Thermo Scientific). Probe pools were diluted such that each probe had a final concentration of ~ 20 nM, and the two, distinctly labeled probe pools were mixed together for each binary code bit prior to use.

### SCOPE-seq2

- Preparation
  - A microwell array device was filled with wash buffer (20 mM Tris–HCl pH7.9, 50 mM NaCl, 0.1% Tween-20) and stored in a humid chamber one day before use.
  - Cell culture or tissue samples were dissociated into single cell suspension (see section, GBM tissue processing), and stained with desired fluorescent dyes.
- Cell loading
  - The pre-filled microwell array device was flushed with Tris-buffered saline (TBS).
  - The single cell suspension was pipetted into the microwell array device.
  - After 3-min, un-trapped cells were then flushed out with TBS.
- Cellular imaging
  - The cell-loaded microwell device was scanned using an automated fluorescence microscope (Nikon, Eclipse Ti2) under the bright-field and fluorescence channels. Bright-field images were taken using an RGB light source (Lumencor, Lida) and wide-field 10 × 0.3 NA objective (Nikon, cat# MRH00101). Fluorescence images were taken using LED light source (Lumencor, spectra x), Quad band filter set (Chroma, cat# 89402), wide-field 10 × 0.3 NA objective (Nikon, cat# MRH00101) with 470 nm (GFP channel) and 555 nm (TRITC channel) excitation for Calcein AM and Calcein red–orange, respectively.
- scRNA-seq (steps performed on microwell device)
  - Beads (Chemgenes) were pipetted into the microwell device, and untrapped beads were flushed out with 1 × TBS. The microwell device containing the cells and the beads was connected to the computer-controlled reagent and temperature delivery system as previously described^21^.
  - Lysis buffer (1% 2-Mercaptoethanol (Fisher Scientific, cat# BP176-100), 99% Buffer TCL (Qiagen, cat# 1031576) and perfluorinated oil (Sigma-Aldrich, cat# F3556-25ML) was flowed into the device followed by an incubation at 50 °C for 20 min to promote cell lysis, and then at 25 °C for 90 min for mRNA capture. Wash buffer supplemented with RNase inhibitor (0.02 U/µL SUPERaseIN (Thermo Fisher Scientific, cat# AM2696) in wash buffer) was flushed through the device to unseal the microwells and remove any uncaptured mRNA molecules.
  - Reverse transcription mixture (1X Maxima RT buffer, 1 mM dNTPs, 1 U/µL SUPERaseIN, 2.5 µM template switch oligo, 10 U/µL Maxima H Minus reverse transcriptase (Thermo Fisher Scientific, cat# EP0752), 0.1% Tween-20) was flowed into the device followed by an incubation at 25 °C for 30 min and then at 42 °C for 90 min. Wash buffer supplemented with RNase inhibitor was flushed through the device. The device was disconnected from the automated reagent delivery system.
  - Exonuclease I reaction mixture (1X Exo-I buffer, 1 U/µL Exo-I (New England Biolabs, cat# M0293L)) was pipetted into the device followed by an incubation at 37 °C for 45 min. TE/TW buffer (10 mM Tris pH 8.0, 1 mM EDTA, 0.01% Tween-20) was flushed through the device.
- Bead optical demultiplexing
  - The microwell device containing the beads with cDNAs was connected to a computer-controlled reagent delivery and scanning system (see section, “Automated reagent delivery system”).
  - Melting buffer (150 mM NaOH) was infused into the device and incubated for 10 min. The device was then washed with imaging buffer (2xSSC, 0.1% Tween-20). An automated imaging program scanned the device in the bright-field, Cy3 and Cy5 emission channels. Fluorescence images were acquired using an LED light source (Lumencor, spectra x), Quad band filter set (Chroma, cat# 89402), wide-field 10 × objective (Nikon, cat# MRH00101) and 555 nm and 649 nm excitation for Cy3 and Cy5, respectively. Hybridization solution (imaging buffer supplemented with probe pool A, described below) was infused into the device and incubated for 10 min. The device was then washed with imaging buffer. An automated imaging program scanned the device in the bright-field, Cy3 and Cy5 emission channels.
  - Repeat the previous step 7 times, with probe pool B to H.
  - Melting buffer was infused into the device and incubated for 10 min. The device was then washed with imaging buffer, and then disconnected from the automated reagent delivery system.
- scRNA-seq (steps performed off microwell device)
  - Perfluorinated oil was pipetted into the device to seal the microwells. The device was then cut into 10 regions. Beads from each region were extracted separated by soaking each small piece of bead-containing PDMS in 100% ethanol, vortexing, water bath sonication, and centrifugation in a 1.7 mL microcentrifuge tube. PDMS was then removed by tweezer.
  - Beads extracted from each region were processed in separate reactions for the downstream library construction. Beads were washed sequentially with TE/SDS buffer (10 mM Tris–HCl, 1 mM EDTA, 0.5% SDS), TE/TW buffer, and nuclease-free water. cDNA amplification was performed in 50 µL PCR solution [1X Hifi Hot Start Ready mix (Kapa Biosystems, cat# KK2601), 1 µM SMRTpcr primer (Supplementary Table S6)], with 14 amplification cycles (95 °C 3 min, 4 cycles of (98 °C 20 s, 65 °C 45 s, 72 °C 3 min), 10 cycles of (98 °C 20 s, 67 °C 20 s, 72 °C 3 min), 72 °C 5 min) on a thermocycler. PCR product from each piece was pooled and purified using SPRI paramagnetic bead (Beckman, cat# A63881) with a bead-to-sample volume ratio of 0.6:1.
  - Purified cDNAs were then tagmented and amplified using the Nextera kit for in vitro transposition (Illumina, FC-131-1024). 0.8 ng cDNA was used as input per reaction. A unique i7 index primer was used to barcode the libraries obtained from each piece of the device. The i5 index primer was replaced by a universal P5 primer (Supplementary Table S6) for the selective amplification of 5′ end of cDNA (corresponding to the 3′ end of mRNA). Two rounds of SPRI paramagnetic bead-based purification with a bead-to-sample volume ratio of 0.6:1 and 1:1 were performed sequentially on the Nextera PCR product to obtain sequencing-ready libraries.
  - The resulting single-cell RNA-Seq libraries were pooled and 20% PhiX library (Illumina, FC-131-1024) was spiked-in before sequencing on an Illumina NextSeq 500 with a 26-cycle read 1, 58 cycle read 2, and 8 cycle index read. A custom sequencing primer (Supplementary Table S6) was used for read 1.

### Automated reagent delivery system

An automated reagent delivery and scanning system is designed for automated optical decoding. In this system, fixed positive pressure (~ 1 psi) stabilized by a pressure regular (SMC Pneumatics, cat# AW20-N02-Z-A) is used to drive fluid flow. The microwell device is constantly pressurized during incubation steps, which prevents evaporation and bubble formation. Two 10-channel rotary selector valves (IDEX Health & Science, cat# MLP778-605) are connected in parallel to toggle between 14 reagent channels. A three-way solenoid valve (Cole-Parmer, cat# EW-01540-11), located at the downstream of the microwell device is used as an on/off switch for reagent flow. The multi-channel selector valves are controlled by a USB digital I/O device (National Instruments, cat# SCB-68A). The three-way solenoid valve is controlled by the same USB digital I/O device, but through a homemade transistor-switch circuit. The system is controlled by imaging software (Nikon, NIS-Elements).

### Bead optical decoding analysis

Eight cycles of probe hybridizations (A to H) were used for cell barcode optical decoding. For each cycle, the device was imaged in the bright-field, Cy3 and Cy5 emission channels. Beads were first identified in the bright-field image by the ImageJ Particle Analyzer plugin, and the positions of the beads in the bright-field image were recorded. Then the average fluorescence intensities of each bead in the Cy3 and Cy5 images were measured. Beads identified in cycles B to H were mapped to the nearest bead in cycle A. Thus, we obtained a probe hybridization matrix with n beads × 16 intensity values (8 for Cy3 and 8 for Cy5). To call cell barcodes from the imaging data, we tested two methods:

- Cycle-by-cycle
  The cycle-by-cycle method was modified from the stage-by-stage decoding method^10^.
  - For each cycle and each fluorescent channel;
  - Get N log transformed average intensity values;
  - Compute an intensity histogram using 50 bins;
  - Determine the median intensity value $$M$$, and identify the highest bin with intensity values smaller than $$M$$ as $${B}_{1}$$ and the highest bin with intensity values greater than $$M$$ as $${B}_{2}$$;
  - Identify the lowest bin $${B}_{3}$$ with intensity values between $${B}_{1}$$ and $${B}_{2}$$;
  - Get the medium intensity value $$I$$ of bin $${B}_{3}$$, then assign 0 to intensity values smaller than $$I$$ and assign 1 to intensity values greater than $$I$$.
  - Refer to the binary code table. If the code assigned is in the table, then return the corresponding cell barcode sequence.

- Bead-by-bead
  The bead-by-bead method was modified from the core-by-core decoding method^10^.
  - For each bead and each fluorescence channel;
  - Get eight average fluorescence intensity values $${x}_{1},{x}_{2},\dots ,{x}_{8}$$;
  - Let $${y}_{1},{y}_{2},\dots ,{y}_{8}$$ be the sorted values;
  - Let $${f}_{n}=\left({y}_{n+1}-{y}_{n}\right)/{y}_{n}$$, $$n=1, 2, \dots , 7$$ be the relative intensity fold change between neighbor sorted values;
  - Determine the largest fold change $$N =\underset{n}{\mathit{argmax}}\left({f}_{n}\right)$$, then assign 0 to values to $${y}_{1},{y}_{2},\dots ,{y}_{N}$$ and assign 1 to values $${y}_{N+1},{y}_{N+2},\dots ,{y}_{8}$$;
  - Refer to the binary code table. If the code assigned in step 4 is in the table, then return the corresponding cell barcode sequence;
  - Otherwise, remove $${f}_{N}$$ from list {$${f}_{n}$$} and repeat step 4, 5, until a corresponding cell barcode sequence is returned or the list {$${f}_{n}$$} is empty.

### Live cell imaging analysis

Images were analyzed using the ImageJ software as previously described^4^.

- Identify microwells with cells

Microwell outlines were identified as objects from the bright-field image using a local threshold, and then average fluorescence intensities of microwells in the live staining images were measured. Average intensity values followed a bimodal distribution, with the higher intensity population corresponding to microwells that contain cells.

- Cell optical phenotype extraction

Only microwells with cells were selected and each cell was analyzed individually within the smallest bounding square of the corresponding microwell. The cell was identified in the live staining fluorescence image using the auto threshold and particle analyzer. Microwells with multiple cells identified by the software were excluded. Sixteen imaging features were measured for each cell in the fluorescence image: area, mean intensity, standard deviation of intensity, minimum intensity, maximum intensity, median intensity, perimeter, width, height, major axis, minor axis, circularity, Feret’s diameter, minimum Feret’s diameter, roundness, and solidity.

### SCOPE-seq2 scRNA-seq analysis

To analyze the scRNA-seq data from SCOPE-seq2, we first extracted the cell-identifying barcode and UMI from Read 1 based on the designed oligonucleotide sequence, NN(8-nt Cell Barcode S)NN(8-nt Cell Barcode Q)NNNN. The 192 8-nt cell barcode sequences have a Hamming distance of at least three for all sequence pairs. Therefore, we corrected one substitution error in the cell barcode sequences. We only keep reads with a complete cell barcode. Next, we align the reads from Read 2 to a merged human/mouse genome (GRCh38 for human and GRCm38 for mouse) with merged GENCODE transcriptome annotations (GENCODE v.24 for both species) using STAR v.2.7.0 aligner^22^ after removing 3′ poly(A) tails (indicated by tracts of > 7 A’s) and fragments with fewer than 24 nucleotides after poly(A) tail removal. Only reads that were uniquely mapped to exons on the annotated strand were included for the downstream analysis. Reads with the same cell barcode, UMI (after one substitution error correction) and gene mapping were considered to originate from the same cDNA molecule and collapsed. Finally, we used this information to generate a molecular count matrix.

### SCOPE-seq2 linking cell imaging and sequencing data

To link cell barcodes identified from imaging to cell imaging phenotypes, bright-field images of the device obtained during optical decoding were mapped to images of the live cell imaging based on the upper-left and the bottom right microwells. Cells were then registered to the nearest mapped bead within a microwell radius. To link cell imaging phenotypes to expression profiles, we only considered cell barcodes with registered cells, then we found the exact and unique mapping of the cell barcodes from imaging and sequencing.

### Cell culture

Human U87 and mouse 3T3 cells are cultured in Dulbecco’s modified eagle medium (DMEM, Life Technologies, cat# 11965118) supplemented with 10% fetal bovine serum (FBS, Life Technologies, cat# 16000044) at 37 °C and 5% carbon dioxide.

### GBM tissue processing

A single-cell suspension was obtained from excess material collected during surgical resection of a WHO Grade IV GBM. The patient was anonymous and the specimen was de-identified. The tissue was mechanically dissociated following a 30-min incubation with papain at 37 °C in Hank’s balanced salt solution. Cells were re-suspended in TBS after centrifugation at 100×g followed by selective lysis of red blood cells with ammonium chloride for 15 min at room temperature. Finally, cells were washed with TBS and quantified using a Countess (ThermoFisher).

### Human and mouse cells mixed experiment

- Human U87 cells were stained with Calcein AM (ThermoFisher Scientific, cat# C3100MP) and mouse 3T3 cells were stained with Calcein red-orange (ThermoFisher Scientific, cat# C34851) in culture medium at 37 °C for 10 min. The stained cells are then dissociated into single cell suspension by 0.25% Trypsin–EDTA (Life Technologies, cat# 25200-072) and re-suspended in TBS buffer. The U87 and 3T3 cells were mixed at 1:1 ratio with a final total cell concentration 1000 cells/μL.
- The mixed cell suspension was processed and sequenced with SCOPE-seq2 workflow described above (PJ070).
- Images and sequencing data were processed with the SCOPE-seq2 pipeline described above.

### Sub-sampling analysis

To analyze the saturation behavior and sensitivity of scRNA-seq data from SCOPE-seq2 (Fig. 3A), we randomly sub-sampled the aligned reads and re-processed them with the scRNA-seq analysis pipeline described above. We then calculated two statistics, molecules per cell and genes per cell, based on the cells that were discovered from the total reads.

To compare the molecular capture efficiencies of SCOPE-seq and SCOPE-seq2 (Fig. 3C,D), we compared the number of unique molecules and gene IDs detected in two mixed-species experiments performed using the SCOPE-seq (PJ061) and SCOPE-seq2 (PJ070). To correct for the difference in sequencing depths between the two methods, we randomly sub-sampled the aligned reads from SCOPE-seq, which had a higher sequencing depth, to match that of the SCOPE-seq2 dataset (to ~ 5.3 reads/molecule).

### Accuracy of linking imaging and scRNA-seq data

The linking accuracy was defined as the concordance between the scRNA-seq and imaging-based species calling for cell barcodes associated with a single species. In scRNA-seq data, cells with > 90% of reads aligning uniquely to a given species were considered to correspond to a single species. In the imaging data, we determined the imaging-based species call based on cell live staining colors. Cells with Calcein AM intensity > 724 were called as imaging-based human cells; Cells with Calcein red-orange intensity > 2048 were called as imaging-based mouse cells. Intensity thresholds were determined as the intensity of the shortest bin between the two mean values of the bimodal Gaussian distribution of intensity values.

### Imaging based multiplets identification

Two-color live staining fluorescence images were merged with Calcein AM signal in green and Calcein red-orange signal in magenta. Each well was manually examined within the smallest bounding square. Wells with mixed-species cells were determined as having at least one green object and one magenta object; wells with a single cell were determined as having only one green object or one magenta object.

### Glioblastoma experiment

- GBM specimen was collected and dissociated into single cells as described above. Cells were stained with Calcein AM (ThermoFisher Scientific, cat# C3100MP)
- The GBM cell suspension was processed and sequenced with SCOPE-seq2 workflow described above (PJ069).
- Imaging and sequencing data were processed with the SCOPE-seq2 pipeline described above.
- We removed multiplets based on manually examination of each well within the smallest bounding square of the Calcein AM fluorescence image.
- We identified the dead cells based on the Calcein AM fluorescence intensity. We fitted a Gaussian distribution to the fluorescent intensity histogram, set a threshold of lower 5 percentile, and removed cells with intensity lower than the threshold.

### Single cell hierarchical Poisson factorization (scHPF) analysis

To reduce the dimensionality of scRNA-seq results, we factorized gene count matrix using the scHPF^14^ with default parameters and K = 13 (www.github.com/simslab/schpf). One of the factors contained several heat shock with high gene scores (among the top 50 genes), likely indicating dissociation artifacts in certain cells. This factor was removed in all downstream analysis.

### Malignant cell identification

The cell aneuploidy analysis was performed based on the scHPF model as described previously^23^. To compute the scHPF-imputed expression matrix, we multiplied the gene and cell weight matrix (expectation matrix of variable $$\uptheta$$ and $$\upbeta )$$ in the scHPF model and then log-transformed the result matrix as $$lo{g}_{2}\left(expected counts/10000+1\right)$$. The average gene expression on each somatic chromosome was calculated using the scHPF-imputed count matrix as previously described^13^. We defined a malignancy score as the difference between the average expression of Chr. 7 genes to that of Chr. 10 genes, $$<lo{g}_{2}\left(Chr.7 Expression\right) >- <lo{g}_{2}\left(Chr.10 Expression\right)>$$, plotted in Fig. 5A. We fitted a double Gaussian distribution to the malignancy score and the score of the shortest bin between two mean intensities was used as the threshold that separates the malignant and non-malignant cell populations (Supplementary Fig. S3A). The difference of chromosome average expression between malignant and non-malignant cells, computed as the expression subtracted by the average expression of non-malignant cells, was shown in Supplementary Fig. S3B.

### scRNA-seq clustering and visualization

To visualize the scHPF model (Fig. 4A), we generated a UMAP embedding using the Pearson correlation distance matrix computed from the cell score matrix. To cluster the scRNA-seq profiles, we used the Phenograph implementation of Louvain community detection^24^, with the Pearson correlation matrix and k = 50 to construct a k-nearest neighbors graph.

### Cell optical phenotypes clustering

To reduce the dimensionality of the cellular imaging features, 16 cell imaging features were z-normalized and hierarchically clustered using the ‘linkage’ method in the python module ‘scipy’ with correlation distance. The dendrogram in Fig. 4C was cut as k = 3 to form three clusters of imaging features, corresponding to cell size, shape and esterase activity. The values of meta-features were calculated as an average of the imaging features within each cluster.

To cluster the malignant cells based on their optical phenotypes, we hierarchically clustered imaging meta-features using the ‘linkage’ method in the python module ‘scipy’ with correlation distance. The dendrogram in Fig. 5C was cut as k = 2 to form two clusters of malignant cells.

### Diffusion map embedding of malignantly transformed GBM cells

We factorized the molecular count matrix for malignantly transformed GBM cells (identified by aneuploidy analysis as described above) using scHPF with default parameters and K = 15. Prior to further analysis, we removed one of the 15 factors, which exhibited high scores for heat shock response genes, because it likely represents a dissociation artifact in a subset of cells. We then computed diffusion components with the DMAPS Python library (https://github.com/hsidky/dmaps). A Pearson correlation distance matrix computed from the scHPF cell score matrix was used as input with a kernel bandwidth of 0.5. The first two diffusion components are plotted in Fig. 5B,D,E.

### scRNA-seq differential expression

We used the Mann–Whitney U test for differential expression analysis. For pairwise comparison of two groups of cells, the group with more cells was randomly sub-sampled to the same cell number as the group with fewer cells. Next, the detected molecules from the group with a higher average number of molecules detected per cell were randomly sub-sampled so that the two groups had the same average number of molecules detected per cell. The resulting sub-sampled matrices were then normalized using the random pooling method from Lun et al. as implemented in the scran R package^25^. Finally, the resulting normalized matrices were subjected to gene-by-gene differential expression testing using the Mann–Whitney U-test using the ‘mannwhitneyu’ function in the Python package SciPy. The resulting p values were corrected using the Benjamini–Hochberg method as implemented in the ‘multipletests’ function in the Python package statsmodels.

## Supplementary information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

Supplementary Information 5.

Supplementary Information 6.

Supplementary Information 7.

Supplementary Information 8.

Supplementary Information 9.

Supplementary Information 10.

## Data Availability

The datasets produced in this study are available in the following database: scRNA-seq data: Gene Expression Omnibus GSE151137 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE151137). Code is available at: https://github.com/simslab.

# Supplementary material for: Integrating single-cell RNA-seq and imaging with SCOPE-seq2
**Source:** Sci Rep. 2020 Nov 10;10:19482. doi: 10.1038/s41598-020-76599-w
**Supplement:** Supplementary file 1 — Supplementary Information 1.

## Supplementary Materials

### Integrating single-cell RNA-seq and imaging with SCOPE-seq2

Zhouzerui Liu<sup>1\*</sup>, Jinzhou Yuan<sup>1\*</sup>, Anna Lasorella<sup>2,3,4</sup>, Antonio Iavarone<sup>2,4,5</sup>, Jeffrey N. Bruce<sup>6</sup>, Peter Canoll<sup>4</sup> and Peter A. Sims<sup>1,7,8,#</sup>

\* Equal contribution.

## **Table Legends**

Supplementary Table 1. Cell barcode sequences.

Supplementary Table 2. Fluorescent probe sequences for cell barcode optical decoding.

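Each decoding probe is the reverse complement of the barcode sequence it reads, for all 96 probes of the S set and all 96 of the Q set. A bead is lit in a hybridization cycle when the pool of that cycle contains the probe of its S or Q sequence, and the pattern over the cycles gives its binary code.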

Supplementary Table 3. Cell barcode temporal binary codes.

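A code has a bit for each hybridization cycle, and a 1 stands for a cycle in which the probe is present. No code is all zeros, and the number of ones ranges from 1 to 6. In each set, 7 codes have 1 one, 7 have 2, 30 have 3, 30 have 4, 11 have 5 and 11 have 6.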

Supplementary Table 4. Statistical analysis comparing the imaging features of cellular subpopulations identified by scRNA-seq.

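The table gives t-statistics for the shape, intensity and size of endothelial cells, pericytes and myeloid cells against each other and against the remaining types, computed by the authors over cells. Types found both there and among the named clusters of the re-analysis allow 36 comparisons, 12 for each meta-feature. The difference in mean between the clusters had the sign of the paper's t-statistic in all 36 of them. The imaging values are the authors' own for the same sample and only the clusters were rebuilt, so this is no separate evidence. For size, the mean was 0.930 in endothelial-like, 0.282 in pericyte-like and -0.285 in myeloid-like cells. Some of these differences were small: pericyte-like minus mesenchymal-like cells differed by 0.0286 in size, where the paper's reported t-statistic is 0.36.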

Supplementary Table 5. Differential expression of two imaging clusters.

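The table lists the authors' Mann-Whitney U tests over cells, ordered by q. The part that could be read holds the first 1998 of 13160 genes, of which 176 have a q under 0.05, 139 higher in imaging cluster 1 and 37 lower, as the paper's values. DLL3 lies on chromosome 19 of GRCh38 from 39498895 to 39508481 on the plus strand, and CHI3L2 on chromosome 1 from 111200771 to 111243440 on the plus strand. The paper's reported log2 fold change is -3.01 for DLL3 and 2.84 for CHI3L2. From the pooled counts, all 13 markers named with Fig. 5F had the sign of the paper's value, and the largest difference between the pooled ratio and the paper's value was 0.35 on the log2 scale. Over all alternatives to the processing, including each device region left out in turn, the pooled log2 ratio stayed between -4.26 and -2.28 for DLL3 and between 1.44 and 4.01 for CHI3L2.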

Supplementary Table 6. Primer sequences.

## **Source Data Legends**

Source Data for Figure 4. Gene score matrix from the scHPF model of all GBM cells.

Source Data for Figure 4C. Z-scored cell imaging features.

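In the listed cells, each of the 16 features has a mean of 0 and a standard deviation of 1 over all 956 cells, so the values are relative to this sample and carry no unit.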

Source Data for Figure 5. Gene score matrix from the scHPF model of malignantly transformed GBM cells.

## Supplementary Figures

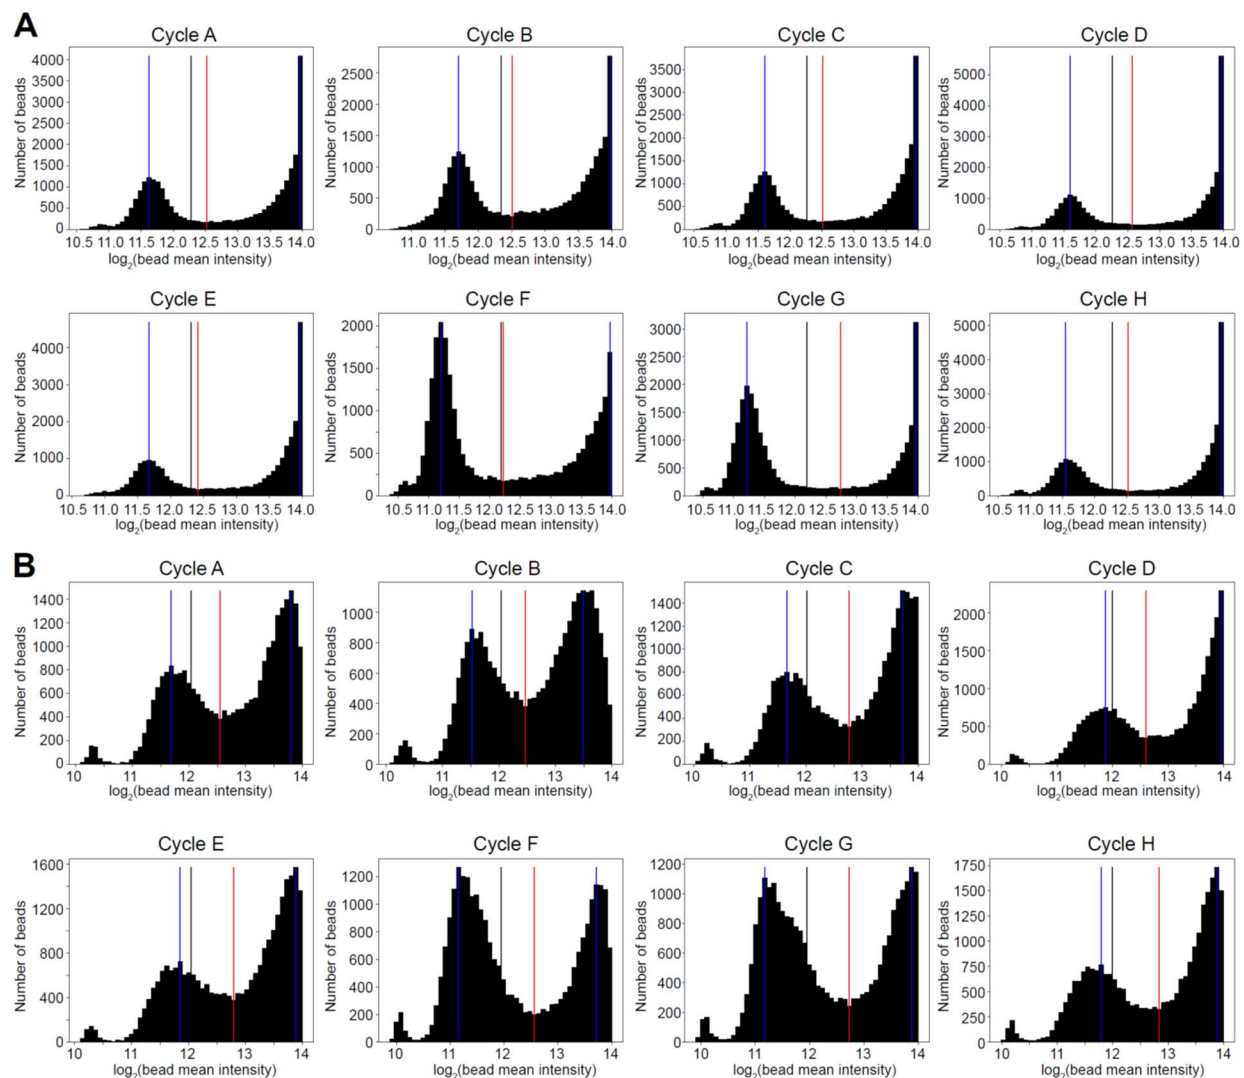

**Supplementary Figure 1 - Cell barcode optical decoding.** A), B) Histograms show fluorescence intensity distributions of probe hybridizations for cell barcode S, which are labeled with Cy5 (A) and for cell barcode Q, which are labeled with Cy5 (B) in data set PJ070. Black vertical line shows the median bin; blue vertical line shows the highest bins on each side of the black vertical line; red vertical line shows the lowest bin, the threshold to separate 'zero' and 'one' populations, between the two blue vertical lines.

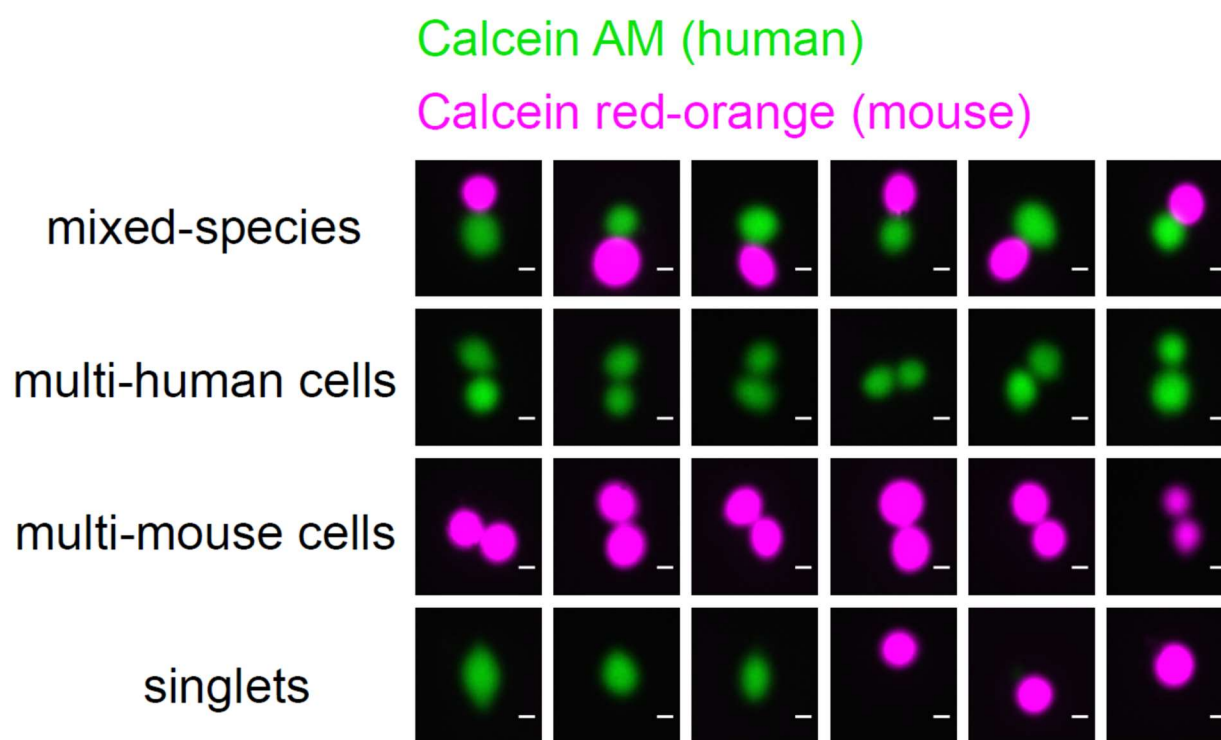

**Supplementary Figure 2 - Multiplet detection.** Fluorescence images show example wells with mixed-species cells, multi-human cells, multi-mouse cells and singlets. Scale bar: 10  $\mu$ m.

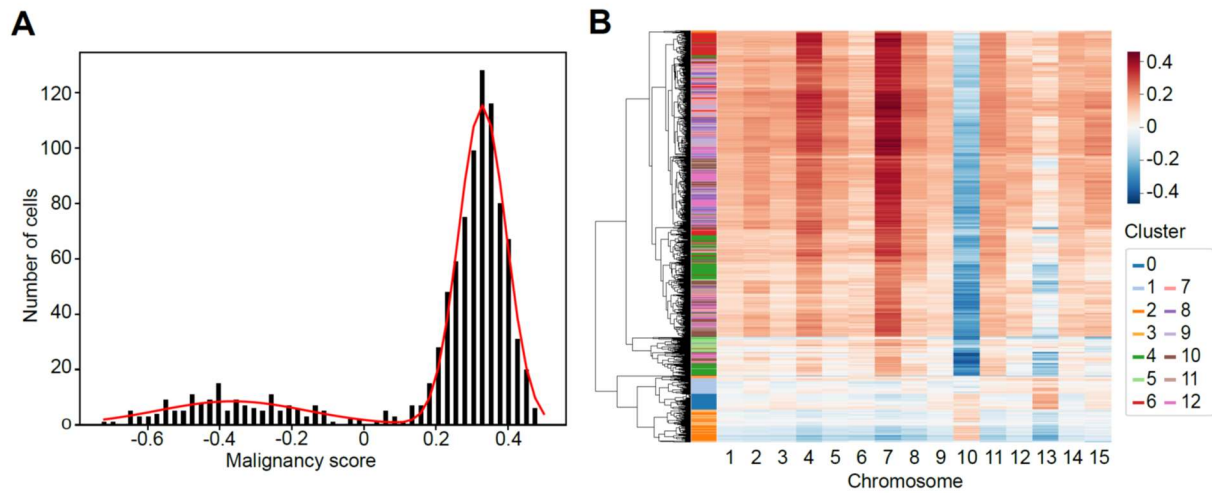

**Supplementary Figure 3 – Malignantly transformed GBM cell identification.** A) Histogram shows the distribution of malignancy scores across all cells. B) Heatmap shows the relative chromosomal average expression (chromosomal average expression with subtracted non-malignant cell chromosome average expression subtracted). Colors indicate the Phenograph cell clusters.

How the deposited data were processed for this re-analysis (not part of the article)

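Molecular counts were available for 2 samples, mixed U87 and 3T3 cells and a GBM surgical sample, each with 1 sample per condition. The authors mapped reads with STAR to a merged human and mouse genome, kept reads that mapped uniquely to annotated exons, corrected and collapsed UMIs, and deposited counts of molecules per gene and cell barcode without normalization. They also decided which barcodes are cells; the threshold for this step is not given in the paper's text. The counts are whole numbers in both samples. Depth was 9061 profiles with a median of 8312 molecules in the mixed-species sample and 1954 profiles with a median of 2095.5 molecules in the GBM sample. Imaging features of 956 GBM cells came from the source data of Fig. 4C, as z-scores, and barcode sequences, probes and optical codes from the supplementary tables. Images and raw reads were not used.

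Analyses were run in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9. Gene locations and types came from GENCODE release 44 on GRCh38, joined by Ensembl identifier without its version; 99.8% of the human molecules of the mixed-species sample and 99.6% of the molecules of the GBM sample were on genes found there. A profile of the mixed-species sample was called human or mouse when over 90% of its molecules were on genes of that species. The linked GBM cells were those whose barcode in the imaging source data matched a profile name exactly. Results that join optical codes to profiles assume that the numbers 0 to 95 in the profile names follow the order of the supplementary tables, which the files do not state.

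Linked cells, where a legend of the paper names all GBM cells, were factorized with an own implementation of single-cell hierarchical Poisson factorization, not the authors' program, with 13 factors, genes in at least 10 cells and the best of 3 random starts. The factor with the most heat shock genes among its top 50 genes was left out. Cells were joined to their 50 nearest neighbours by the Pearson correlation of cell scores, with Jaccard weights, and clustered by the Louvain method. A cluster was named after a type only when at least 3 of its markers had at least 10 molecules and were at least 2-fold above the remaining cells; where several types reached this, the type whose markers had the highest mean log2 ratio gave the name. Cluster names are therefore rebuilt, and a difference from the paper's clusters can come from the naming. Malignancy was scored as the mean over chromosome 7 genes minus the mean over chromosome 10 genes of log2 of the expected share of molecules times 10000 plus 1, with the threshold at the lowest of 50 histogram bins between the means of a double Gaussian fit whose means were held within the range of the scores, a bound added after a first fit without it placed the lower mean far outside that range; the threshold was the same in both fits. Malignant cells were factorized again with 15 factors and ordered on a diffusion map of correlation distances with a bandwidth of 0.5. Imaging features were grouped and malignant cells clustered by hierarchical clustering with correlation distance and average linkage.

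Doublets were not called by software: the authors removed multiplets by eye among the imaged cells, and the profiles without imaging features hold whatever doublets were deposited. No thinning was applied to pooled CPM in the main analysis, and thinning was an alternative. Because each condition has 1 sample, no p-value was computed and no genes were counted as changed. Exact binomial and Poisson intervals at the 95% level treat molecules or cells as independent draws, cover counting error only and say nothing about other tumours or other cultures. Device regions of the same sample show how even a result is within the device and are not replicates.

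Genes are named by a rule fixed before the data were examined: every gene the paper names in its results text or in Figs. 4B and 5F, every gene among the cell type markers, and for the imaging clusters the 5 genes with the highest and the 5 with the lowest log2 ratio among genes with at least 200 molecules over both clusters and the same direction in at least 8 of the 10 device regions. Genes on the sex chromosomes, mitochondrial genes and genes not found in the annotation were left out of the last group. Gm42418, other mouse genes, immunoglobulin genes and the leading genes of clusters were named after their values were seen.

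The procedure was tested on simulated data with the cell number and depth of the linked cells. The factorization was tested with their 15607 genes, but with 6 factors in place of 13 and 1 random start, so the settings of the main analysis were not themselves tested. With 4 simulated groups, the clustering returned 8 clusters, so that groups were split, and 100% of cells lay in a cluster led by their own group. The exact intervals of pooled ratios held the true ratio for 95.9% of 2282 genes with at least 200 molecules. These simulated totals were drawn without variation between cells, so this share follows from the simulation. It does not test the intervals on the real counts, where cells vary. In the real counts, CCL2 had a log2 ratio of 2.59 with equal cell numbers and thinned molecules. This lies outside its counting interval of 1.35 to 2.08. Alternatives to the thresholds, linkage, random start, number of factors, clustering, set of profiles, weighting of cells and depth were tried, as was leaving out each device region. Linking accuracy, image-based species calls, multiplet detection and decoding yield were left out, because the images are not among the files used.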

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

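The test on Gm42418 in this part was chosen after the result was seen.

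In the mixed-species sample, the paper does not report on single genes. The mouse gene Gm42418 had the most molecules of all genes, 1440017, and its share of all molecules in profiles called human was 74.7% of its share in profiles called mouse. For all other mouse genes together this value was 3.13%. Other mouse genes at similar levels in both kinds of profile were Rn18s-rs5 (993 CPM in profiles called human, 1321 in profiles called mouse), Sept10 (767 and 960.1) and Gramd4 (634 and 578), whereas Actb had 231 and 9183. Free mouse RNA argues for a fall of all abundant mouse genes alike, which the Actb values show and the Gm42418 values do not. A candidate explanation is that human ribosomal RNA was counted on Gm42418, a gene whose locus overlaps ribosomal RNA sequence in the mouse genome; the value of 74.7% is what this explanation needs, but raw reads were not used and the explanation was written after the values were seen. No biological explanation was tested.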

How the results depend on the processing

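All alternatives were set before the data were examined, except 3 that were chosen after seeing the data: species calls without Gm42418, clusters from protein-coding genes in at least 10 of all profiles, and single linkage for the malignant cells. No paired analysis was possible because each condition has 1 sample and the samples are different materials. All alternatives were run.

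Depth in the mixed-species sample depended on the profiles that enter the mean. Against 10245 molecules and 3548 genes, profiles of a single species gave 12222 molecules and 3896 genes, profiles with at least 2000 molecules gave 11212 and 3824, and the median gave 8312 and 3364. The species calls moved with the limit, by its construction. At 80%, 55.9% of profiles were human, 27.6% mouse and 16.5% mixed. At 95%, the shares were 29.1%, 2.28% and 68.6%. Without Gm42418, 45.2% were human and 39.7% mixed, and the mouse share, 15.0%, stayed within its interval.

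In the GBM sample, the 3 groups of imaging features were the same under complete and single linkage, and all 96 S and 96 Q sequences were in use with at least 1000 molecules per profile, a limit that removed no profile. The number of named cell types was 6, and 6 to 8 under the alternatives. The assignment of cells moved more than this number: the adjusted Rand index against the main clusters was between 0.446 and 0.559.

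The differences in median meta-features between myeloid-like, endothelial-like and pericyte-like cells kept their direction under the alternatives. Clusters then came from Leiden clustering of principal components, or cells were chosen by marker molecules. Other pairs of named types did not all keep it. Median intensity was higher in mesenchymal-like than in astrocyte-like cells in the main clusters, 0.573 and 0.305. With Leiden clusters it was lower, 0.569 and 0.752. The causes of the changes in size were not tested. For myeloid-like minus endothelial-like cells, shape was 0.751, and 0.767 with Leiden clusters; intensity was 0.930, and 1.08 and 1.28 in this order; size was -0.945, and -0.901 and -0.974. For myeloid-like minus pericyte-like cells, shape was 0.296, and 0.269 and 0.256; intensity was 1.07, and 1.18 and 1.42; size was -0.622, and -0.529 and -0.567. For pericyte-like minus endothelial-like cells, shape was 0.455, and 0.498 under both; intensity was -0.138, and -0.100 with Leiden clusters; size was -0.323, and -0.372 and -0.407.

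With each device region left out in turn, the same differences ranged as follows. For myeloid-like minus endothelial-like cells, shape lay between 0.605 and 0.961, intensity between 0.833 and 1.13, and size between -1.19 and -0.842. For myeloid-like minus pericyte-like cells, shape lay between 0.152 and 0.332, the lowest without region 5, intensity between 0.931 and 1.22, and size between -0.656 and -0.564. For pericyte-like minus endothelial-like cells, shape lay between 0.359 and 0.648, size between -0.625, without region 9, and -0.273, and intensity between -0.272 and 0.0294. The last value, without region 5, reversed the direction, so the order of these types in intensity was not kept without that region. The cause was not tested.

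The share of malignant cells was 83.7%. Raw counts in place of the factorization gave 88.6% and called 94.04% of cells alike. Expected counts divided by 10000, as the formula is printed, gave 60.3% and called 75.5% of cells alike. Another random start gave 82.9%, within the interval. Without scaling per cell, the score depends by its formula on a cell's number of molecules as well. How much of the lower share of 60.3% comes from this, and the cause of the other changes, was not tested. The ratio of chromosome 7 to 10 molecules in the clusters other than myeloid-like, endothelial-like and pericyte-like was 3.40, and 2.94 without the 10 most abundant genes of each chromosome, so part of it lies on these genes; with each device region left out it lay between 3.38 and 3.45. In the remaining clusters it was 1.47, also without those genes, and between 1.46 and 1.49 with a region left out.

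The median rank of astrocyte-like and mesenchymal-like cells on the first diffusion component was 73.6 percentage points above that of cycling-like cells, 73.8 with 10 factors and 73 on the first principal component. The imaging clusters depended on the linkage: cluster 0 held 66.0% of malignant cells with average linkage, 47.5% with complete linkage 85.9% with Ward linkage on Euclidean distance and 99.4% with single linkage, which left 5 cells in cluster 1. The cause was not tested, and genes were not compared under single linkage.

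The 13 marker genes named by the paper kept the direction of their log2 ratio between the imaging clusters under each of the 5 alternatives run on genes and without each device region. The other 8 genes named for their ratios kept it too, but they were chosen by their ratio and by its direction within regions, which largely fixes this outcome. Over these 21 genes and 315 alternative values, 284 stayed within the counting interval of the pooled ratio and 31 moved beyond it. The widest range was that of CHI3L2, from 1.44 to 4.01, followed by SAA1, from 2.86 to 5.42. Depth limits the genes with few molecules: the interval of DLL3, with 7 molecules in cluster 1, spans -4.39 to -1.95.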

Differences from the paper's values

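The numbers of profiles, the mean molecules and genes per profile and the number of imaging features were those of the paper. Of the 13 markers of Fig. 5F, 11 had a log2 ratio within the counting error of the paper's reported log2 fold change. The paper's values come from its test over cells, with equal numbers of cells and molecules drawn at random, and those here from pooled counts.

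For GFAP, the pooled log2 ratio was 1.36 and the paper's reported value is 1.4997. Of the alternatives set before the data were examined, Ward linkage and the cells outside the myeloid-like, endothelial-like and pericyte-like clusters gave values within the counting error of the paper's, as did leaving out device region 1, 6 or 9. The mean over cells, thinning, complete linkage and leaving out any of the other regions did not.

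For CHI3L1, the pooled log2 ratio was 1.79 and the paper's reported value is 1.62. Thinning to equal cells and molecules gave a value within the counting error of the paper's, 1.59. The mean over cells, complete linkage, Ward linkage, the cells outside the myeloid-like, endothelial-like and pericyte-like clusters and leaving out each device region in turn did not. Over the 13 markers, 3 differed with thinning: GFAP, GJA1 with 1.60 against the paper's reported 1.29, and CCL2 with 2.59 against the paper's reported 1.52. In the main analysis the latter 2 do not differ. GJA1 also differed with Ward linkage, with the cells outside the 3 clusters named above and without region 0, 1, 6, 7, 8 or 9. CCL2 also differed with complete linkage, with Ward linkage and without region 2. Further markers without a difference in the main analysis differed under some alternatives. CHI3L2 and AQP4 did so with complete linkage, with Ward linkage and without some regions, and CHI3L2 also with the mean over cells. APOE differed without some regions, MAP2, DLL3 and ALDOC with Ward linkage, and CDK6 with complete linkage. OLIG1 and CD44 differed under none.

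The paper lists OPC/NPC cells among the recovered types. In the main clustering here, no cluster was named after this type: the cycling-like cluster also had 3 OPC/NPC markers at least 2-fold above the remaining cells, and the type with the larger mean log2 ratio of its markers gave the name. A cluster was named OPC/NPC-like with another random start, with Leiden clustering, with all profiles, and with protein-coding genes in at least 10 of all profiles, an alternative chosen after seeing the values. With 10 factors, none was. The paper assigns myeloid cells to more than 1 cluster, and here they formed 1 cluster of 86 cells. The paper states an upper limit for the number of sequenced barcodes per device region, and in the mixed-species sample region 6 had 1007 profiles.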

Other observations

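The tests on Gm42418, on chance barcode collisions, on free RNA in both samples, on device regions and on cells paired by their molecules were chosen after the results were seen, and the other tests in this part were set before.

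In the mixed-species sample, 41.9% of profiles had at most 90% of their molecules on a single species. Several explanations do not account for most of them. Gm42418 alone does not, since without it 6.35% of the mixed profiles became single-species. Beads with the same barcode in the same region do not. Chance collisions were expected to give at most 8.83% as many mixed profiles as were found. This value counts beads, and at least 2 beads share each such profile, so it overstates the number of profiles. Wells with 2 cells do not account for all of the most balanced profiles: those with a minor species of at least 20% held a median of 5635 molecules, below the 10351 of profiles called human and the 10963 of profiles called mouse, where the sum of 2 cells would lie above both. Wells with 2 cells stay open for the deep profiles. Free RNA of the other species stays open. In the tenth of profiles with the fewest molecules 90.3% were mixed, against 29.1% in the tenth with the most, but this dependence on depth is what raised the explanation and does not test it. The median number of molecules of the minor species rose from 305 in the former to 1328.5 in the latter, which a fixed amount of free RNA in every well would not give by itself. Of 1479 profiles with fewer than 2500 molecules, 88.0% were mixed. Debris or beads without a cell among the shallowest profiles may give the same pattern and were not tested. No biological explanation was tested.

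A legend of the paper describes its gene scores as those of all GBM cells and gives no number of profiles. Of the first 1998 genes of its score table, 249 were in fewer than 10 linked cells and 0 in fewer than 10 of all profiles, so its choice of genes fits a limit of 10 over all profiles. A comparison of profiles with and without imaging features is not reported there. When all 1954 profiles were clustered together, every named type was found in both groups. Myeloid-like profiles made up 12.3% of the profiles without imaging features (exact 95% binomial interval 10.3% to 14.5%) and 8.89% of the linked cells (7.16% to 10.9%), intervals that overlap. Mesenchymal-like profiles made up 5.81% (4.44% to 7.45%) and 9.94% (8.11% to 12.0%), intervals that do not. The ratio of chromosome 7 to chromosome 10 molecules was 2.85 (2.82 to 2.87) in the profiles without imaging features and 3.02 (2.99 to 3.05) in the linked cells. An oligodendrocyte-like cluster had 89 profiles without imaging features and 73 linked cells; its ratio was 2.55 and 2.97 in these groups, between those of the malignant and the other clusters. Immunoglobulin genes led the endothelial-like cluster of this clustering, because 1 profile without imaging features held 1466 of the 1556 molecules of IGLC2.

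Whether low depth is a reason why a profile has no imaging features could not be decided. Of 10 equal groups by molecules, the linked share was 43.4% (36.3% to 50.6%) in the group with the most molecules. It was 52.04% (44.8% to 59.2%) in the group with the fewest. The difference was -8.67 percentage points, where low depth alone would have made it positive, but the intervals overlap. The list also leaves out multiplets that the authors removed by eye, and how many of these were deep profiles is not known. Their removal can lower the share among deep profiles, so no conclusion on low depth is drawn. The optical code may contribute, since the linked share was 20.8 percentage points higher for codes with the most ones than for those with the fewest, under the assumption on the numbering of barcodes. The rise was not even: among S codes, those with 1 one had the lowest share, 31.1%, and those with 2 ones the highest, 58.3%. Among Q codes, those with 1 and 2 ones had the lowest shares, 41.1% and 38.5%, and those with 6 ones the highest, 58.2%. The device region may contribute too, since the share was 34.1% in the region with the lowest value, whose interval does not overlap that of the highest. Whether codes or regions differ between cell types was not tested. Codes with close neighbours could not be tested, because every code has the same number of neighbours a single bit away and the difference is 0 by design. The removal of cells with low fluorescence acts on a feature that differs between types. Neither it nor the removal of multiplets was tested, because the removed cells have no values. No biological explanation was tested, because the design has 1 condition for this sample.

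In the GBM sample, 3 S sequences with 67 profiles and 5 Q sequences with 90 profiles had 0 linked cells. The binomial upper limits of 5.36% and 4.02% do not bound their linked share, because these sequences were picked for having 0 linked cells. The median linked share of single sequences was 51.1% for S and 52.8% for Q.

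Mitochondrial genes took 0.278% of the molecules of the GBM sample, and the 13 protein-coding ones 0.0826%. Reads counted on nuclear copies of mitochondrial genes are not the reason, since the copies recognized by name held 0.121 times as many molecules as the 13 genes themselves. The authors' removal of reads that map to more than 1 place was not tested, because raw reads were not used.

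The expression differences between the imaging clusters were weighed against technical explanations. A higher number of molecules per cell in imaging cluster 1 is argued against as the whole reason. When each of its 272 cells was paired with a cell of cluster 0 whose molecules differed by at most 5%, the median log2 ratio of the 13 markers was 103.4% of the value without pairing, between 83.2% and 121% for single genes, and the counting interval of each of the 13 lay on the same side of 0 as before. Free RNA stays open. The summed markers of myeloid cells, endothelial cells and pericytes had a log2 ratio of 0.40 between the clusters of malignant cells (0.11 to 0.68), with 0.41 for the myeloid, 0.38 for the endothelial and 0.36 for the pericyte markers. Such a rise can come from free RNA, from undetected doublets or from the malignant cells themselves, and these cannot be told apart. It was smaller than the ratio of each of the 13 markers, the smallest of which was 0.83 in size, but free RNA from other malignant cells was not measured. Both tests were run on the data in which the differences were found, and the sample is a single tumour. No biological explanation was tested.

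The cells in the top quartile of size held more molecules than those in the bottom quartile. Within all 6 named clusters, cells in the top quartile of size had a higher median number of molecules than those in the bottom quartile, and so did the 2 clusters without a name. The ratio of these medians lay between 1.06 and 2.02, and over all linked cells it was 1.505, with 2493 and 1657 molecules. That larger cells hold more RNA predicts a higher median in every named cluster, which was found in this sample. The ratio was 1.06 in mesenchymal-like cells, with 31 cells per quartile, and 1.07 in endothelial-like cells, with 10. These ratios have no interval. The rise was not even. In mesenchymal-like cells the top quartile had 1786 molecules against a median of 1946 in the whole cluster. In pericyte-like cells it had 2623 against 2833. Capture that differs between wells was not tested.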
